# Expression profiling of genes regulated by sphingosine kinase1 signaling in a murine model of hyperoxia induced neonatal bronchopulmonary dysplasia

**DOI:** 10.1186/s12864-017-4048-0

**Published:** 2017-08-29

**Authors:** Viswanathan Natarajan, Alison W. Ha, Yangbasai Dong, Narsa M. Reddy, David L. Ebenezer, Prasad Kanteti, Sekhar P. Reddy, J. Usha Raj, Zhengdeng Lei, Mark Maienschein-Cline, Zarema Arbieva, Anantha Harijith

**Keywords:** Sphingosine kinase 1, Sphingosine 1 phosphate, Oxidative stress, Lipid signaling, Neonatal lung injury

## Abstract

**Background:**

Sphingosine- 1-Phosphate (S1P) is a bioactive lipid and an intracellular as well as an extracellular signaling molecule. S1P ligand specifically binds to five related cell surface G-protein-coupled receptors (S1P_1-5_). S1P levels are tightly regulated by its synthesis catalyzed by sphingosine kinases (SphKs) 1 & 2 and catabolism by S1P phosphatases, lipid phosphate phosphatases and S1P lyase. We previously reported that knock down of SphK1 (*Sphk1* ^*−/−*^) in a neonatal mouse BPD model conferred significant protection against hyperoxia induced lung injury. To better understand the underlying molecular mechanisms, genome-wide gene expression profiling was performed on mouse lung tissue using Affymetrix MoGene 2.0 array.

**Results:**

Two-way ANOVA analysis was performed and differentially expressed genes under hyperoxia were identified using *Sphk1* ^*−/−*^ mice and their wild type (WT) equivalents. Pathway (PW) enrichment analyses identified several signaling pathways that are likely to play a key role in hyperoxia induced lung injury in the neonates. These included signaling pathways that were anticipated such as those involved in lipid signaling, cell cycle regulation, DNA damage/apoptosis, inflammation/immune response, and cell adhesion/extracellular matrix (ECM) remodeling. We noted hyperoxia induced downregulation of the expression of genes related to mitotic spindle formation in the WT which was not observed in *Sphk1* ^*−/−*^ neonates. Our data clearly suggests a role for SphK1 in neonatal hyperoxic lung injury through elevated inflammation and apoptosis in lung tissue. Further, validation by RT-PCR on 24 differentially expressed genes showed 83% concordance both in terms of fold change and vectorial changes. Our findings are in agreement with previously reported human BPD microarray data and completely support our published in vivo findings. In addition, the data also revealed a significant role for additional unanticipitated signaling pathways involving Wnt and GADD45.

**Conclusion:**

Using SphK1 knockout mice and differential gene expression analysis, we have shown here that S1P/SphK1 signaling plays a key role in promoting hyperoxia induced DNA damage, inflammation, apoptosis and ECM remodeling in neonatal lungs. It also appears to suppress pro-survival cellular responses involved in normal lung development. We therefore propose SphK1 as a therapeutic target for the development drugs to combat BPD.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4048-0) contains supplementary material, which is available to authorized users.

## Background

Bronchopulmonary dysplasia (BPD) is a chronic condition affecting up to 25% of extreme preterm newborn infants [1, 2]. It is characterized by alveolar simplification, leading to loss of gas exchange area and a decline in lung function that worsens with age [3]. Advances in the care of preterm newborn such as ventilation support has increased the survival rates, however, the practice has also elevated the prevalence of BPD [1]. Though BPD is of multifactorial in origin, exposure to hyperoxia is one of the major contributing factors [4, 5]. There is a preponderance of evidence in support of a role for reactive oxygen species (ROS) induced lung injury in the development of BPD [6].

S1P is a signaling bioactive lipid mediator, generated by phosphorylation of sphingosine catalyzed by two intracellular sphingosine kinases (SphKs) 1 & 2. S1P is transported outside the cell either by ATP binding cassette (ABC) or Spns2 transporter where it exerts its effects through five types of cell surface G-protein-coupled S1P receptors 1-5 (S1PR_1-5_). The pleotropic effects of S1P depend on the pathophysiology and the type of S1P receptor it binds to [7]. S1P is protective in the sepsis model whereas it plays a detrimental role in hyperoxic lung injury and asthma [8]. In lung pathologies such as asthma [8], pulmonary fibrosis [9] and pulmonary hypertension [10, 11], genetic deletion of *Sphk1* or inhibition of SphK1 activity with small molecule inhibitors conferred significant protection from airway/lung inflammation and injury. However, in sepsis-induced lung injury, infusion of S1P protected the animals from lung injury and pulmonary edema by enhancing endothelial barrier function [12]. Thus, S1P is a double edged sword as its action varies depending upon the agent inducing lung injury or the receptor through which it acts.

In our neonatal mouse model of BPD, we showed that hyperoxia increased the expression of SphK1, but not SphK2, leading to increased synthesis of S1P [13]. Deletion of *Sphk1*, but not *Sphk2* gene resulted in decreased S1P levels in lungs accompanied by reduced expression of NADPH oxidase (Nox) 2 & 4 and ROS, leading to amelioration of hyperoxia-induced lung injury. The role of SphK1/S1P on the expression of genes involved in lung inflammation, injury and repair is not clear. We therefore hypothesized that reduced inflammation and improved alveolarization observed in *Sphk1* ^*−/−*^ mice resulted from differential regulation of genes, promoting normal course of lung development while suppressing injury.

To test this hypothesis and to identify the various mechanisms by which the *Sphk1* ^*−/−*^ confers pulmonary protection, differential gene expression analysis in the lungs of *Sphk1* ^*−/−*^ mice before and after treatment with hyperoxia was compared to the Wild Type mice. The results suggest that SphK1/S1P signaling cascade mediates hyperoxia-induced lung injury by modulation of genes related to inflammation, apoptosis, immune responses and redox signaling in mouse lung. Our data also identifies SphK1 as a potential therapeutic target to combat BPD.

## Methods

### Mouse model

#### Mouse experiments and animal care

All experiments using animals were approved by the Institutional Animal Care and Use Committee at the University of Illinois at Chicago (protocol # 15-240). We used male neonatal mice to study the effect of hyperoxia in the newborn developing lungs. The lung development in the neonatal mice at birth is in the late canalicular/early alveolar stage corresponding to that of a preterm human neonate at 24-26 weeks of gestation. *Sphk1* ^*−/−*^ mice were obtained from Dr. Richard L. Proia (NIDDK, National Institutes of Health, Bethesda), and backcrossed to C57BL/6 background for two generations (F2 hybrid). The resultant mixed background of C57BL/6 strain and the original background (F2 hybrid) was used as controls and is referred to hereafter as Wild Type (WT). The WT or *Sphk1* ^*−/−*^ newborn (NB) mice along with the lactating dams were exposed to hyperoxia of 75% O_2_ or normoxia from postnatal (PN) day 1 for 7 days as previously described [13]. NB mice (along with their mothers) were placed in cages in an airtight Plexiglas chamber (55 × 40 × 50 cm), maintained in hyperoxic condition. Two lactating dams were used. Mothers were alternated between hyperoxia and normoxia every 24 h. The litter size was kept limited to 6 pups to control the effects of litter size on nutrition and growth. The animals were maintained as per the University of Illinois protocol for animal use. Oxygen levels were constantly monitored by an oxygen sensor that was connected to a relay switch incorporated into the oxygen supply circuit. The inside of the chamber was kept at atmospheric pressure. The animals were sacrificed and the lung tissues collected, homogenized and whole cell lysates prepared for further analysis, RNA isolation (superior lobe of right lung), and microarray studies.

### Sample processing and microarray based gene expression analyses

We used MoGene 2.0 array (Thermo Fisher Scientific, Waltham, MA) that interrogates over 35 thousand mouse specific RefSeq transcripts and represents a comprehensive platform for the whole transcriptome expression profiling [14].

Lung tissue was perfused with PBS prior to harvesting from the animal, and processed immediately after harvesting. Total RNA was isolated from the whole lung tissue using microRNeasy® kit (Qiagen, Maryland, Cat no. 74004). RNA samples derived from individual animals were separately labeled, hybridized, washed/stained and scanned according to the standard WT PLUS labeling protocol recommended by the manufacturer (Thermo Fisher Scientific, Waltham, MA). 

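Adipocyte and cardiac muscle genes set single lungs apart from the others of their group. The score of the adipocyte genes, a list that holds Pparg, Cidea and other fat cell genes, was 1.06 in SK RA 1, against -0.47 and -0.29 in the other SK RA mice, and 1.04 in WT HO 2, against 0.03 and 0.20 in the other WT HO mice. A score is the mean log2 value of the genes of a list, each taken relative to its mean over all 12 arrays. The score of the cardiac muscle genes, such as Myl7 and Tnni3, was 0.69 in SK RA 1, -0.65 in SK RA 2 and 0.15 in SK RA 3. The median log2 value per array was 4.99 in SK RA 1 and 4.89 in SK HO 1, and 4.76 to 4.85 in the other 10 arrays. The median correlation of SK RA 1 and of SK HO 1 with the other arrays of their group was 0.963 and 0.964, against 0.969 to 0.981 for the other arrays. The 1405 olfactory and vomeronasal receptor transcripts, most of which were taken to be silent in lung, had a median of 2.62 to 2.83 per array. This median stands for the background of the arrays.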

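Sex-linked genes separated the lungs into a pair of patterns that crossed the groups WT RA, SK RA, WT HO and SK HO (SK for Sphk1 knockout, RA for room air, HO for hyperoxia). Xist, which is transcribed from the inactive X chromosome of females, was at a log2 value of 8.41 to 10.15 in 8 mice, and Eif2s3y, a gene of the Y chromosome, was at 2.94 to 3.69 in the same mice. In WT RA 3, SK RA 1, SK HO 1 and SK HO 2, Xist was at 3.47 to 4.69 and Eif2s3y at 7.01 to 7.77. The Y-linked genes Kdm5d and Uty split the arrays the same way. The pattern with high Y-linked genes was therefore present in 1 of 3 WT RA, 1 of 3 SK RA, 0 of 3 WT HO and 2 of 3 SK HO mice.

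**Figure D1:**
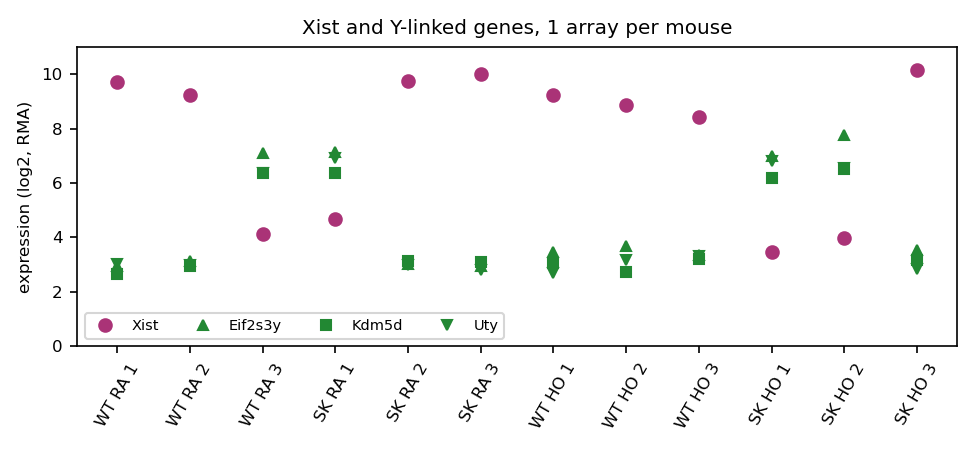
Log2 values of Xist and of Y-linked genes in the 12 arrays by group, with 1 point per mouse. WT RA 3, SK RA 1, SK HO 1 and SK HO 2 have Xist at 3.47 to 4.69 and Eif2s3y at 7.01 to 7.77.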

Three individual mouse lungs were collected for each of the four experimental groups.

### Data collection

Collected hybridization signals were processed using Genomics Suite 6.6 statistical package (Partek, Inc., Saint Louis, MO). The following parameters were applied for hybridization signal processing: RMA algorithm based background correction, quantile normalization procedure, and probe set summarization [15].

All processed array files were inspected for the following quality metrics: average signal present, signal intensity of species-specific housekeeping genes, relative signal intensities of labeling controls, absolute signal intensities of hybridization controls, and across-array signal distribution plots [16]. All hybridizations passed quality control according to indicated labeling and hybridization controls.

### Identification of differentially expressed transcripts

To identify a subset of genes reactive specifically to the hyperoxic environment depending on the status of *Sphk1* gene, we performed a two-way ANOVA using the level of oxygen and status of *Sphk1* as comparison factors. We compared the following groups: *Sphk1* ^*−/−*^ hyperoxia (*Sphk1* ^*−/−*^ HO), *Sphk1* ^*−/−*^ normoxia (*Sphk1* ^*−/−*^ RA), Wild Type hyperoxia (WT HO) and Wild Type normoxia (WT RA). ANOVA model was based on Method of Moments [17] in combination with Fisher’s Least Significant Difference (LSD) contrast (Tamhane and Dunlop, 2000). The latter allowed calculation of direction and magnitude of change for all pair-wise comparisons between the treatment groups, and was later validated by RT-PCR. Calculated raw *p*-values were corrected for False Discovery Rate (FDR) according to Benjamini-Hochberg (BH) correction procedure [18]. 

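Each value of the array belongs to a transcript cluster, of which the deposited table holds 41345. The platform table used here lists 25335 of them. Of these, 23521 carry 1 gene symbol and 1814 carry several, and 16010 transcript clusters are not listed and stay unnamed here. Where several transcript clusters carried the same symbol, the one with the highest mean was taken, which left 22180 genes. Genes such as Cdk1, Bub1 and Sphk1 each had a value of their own. Of 183 genes that the paper names, 162 were found this way. Of these and the genes with the largest changes, 9 had several transcript clusters, none of which were called in opposite directions. Other genes named in the text were not checked for this.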

Differentially expressed transcripts were annotated according to Affymetrix NA35 Release of the NetAffx Analysis Center.

### Availability of data and materials

The microarray datasets supporting the conclusions of this article are available in the the National Center for Biotechnology Information Gene Expression Omnibus repository, with unique persistent identifier of NCBI tracking system accession number: 18,084,823, and hyperlink to the datasets is given below.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87350

### Pathway enrichment analyses and data visualization

We performed pathway enrichment analyses (EA) in order to understand the biological factors driving the protective effect observed in *Sphk1* ^*−/−*^ mice with BPD. 

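Stfa1, a cysteine protease inhibitor of neutrophils, was among the genes with the highest interaction between genotype and oxygen, with an estimate (the hyperoxia response of SK mice minus that of WT mice) of 5.97 on the log2 scale (standard error 0.43). Hapln1, a protein that links hyaluronan to proteoglycans, was at 5.68, and Fras1, a basement membrane protein, at 4.61. The lowest values were those of Chil3 (-6.41), a secreted protein of macrophages, Inmt (-6.11), an enzyme of lung fibroblasts, and Zbtb16 (-5.69), a transcription factor induced by glucocorticoids. In all, 1979 transcripts passed the interaction test of limma at an adjusted p under 0.05, 906 with a positive and 1073 with a negative estimate (3 mice per group). They carried 1564 gene symbols. At an unadjusted p under 0.05 the number was 7067. The balance turned to 1048 positive and 1002 negative after a further quantile normalization. With the mean of the Y-linked genes as a covariate it was 902 and 850.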

Transcripts identified as differentially expressed in KO animals in response to oxygen levels in two-way ANOVA test (FDR cut off of 0.05) were imported into MetaCore Genomic Analyses Tool Release 6.22 (Thomson Reuters) for analyses.

Differentials were analyzed using the “Pathway Maps” ontology and the top 50 most enriched pathways (PW) were identified. The output of the tool contained a substantial number of individual PWs that overlap by genes, representing sub-segment of the same PWs and creating redundancy. In order to reduce duplication, we clustered nodal PWs based on their gene content. We used complete linkage hierarchical clustering on the Jaccard distance between the complete set of genes in each PW, and identified closely related individual entities.

A measure of the dissimilarity between two PWs (based on their gene sets) scales from 0 to 1; ‘0’ if the sets are exactly the same, and ‘1’ if they are completely different and have no genes in common. For the purpose of biological interpretations, we considered each cluster of closely related PWs as one unit or mega pathway (dissimilarity cut off of 0.6) and combined all associated differential genes for creating heatmaps and analyzing gene interactions as shown in the Venn diagram (Fig. 1) and a dendrogram (Fig. 2).

**Fig. 1:**
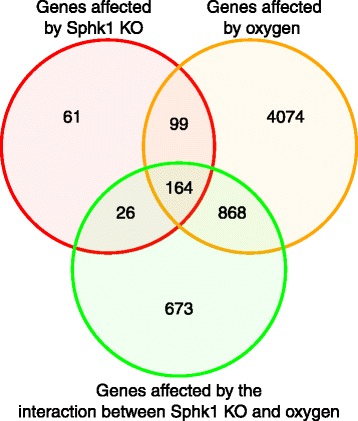
Venn diagram showing the number of genes differentially regulated in the WT and *Sphk1* ^−/−^ neonatal mice exposed to hyperoxia. Two-way ANOVA was performed to analyze the data. There are three variables in the two-way ANOVA performed here such as 1. knock out of *Sphk1* gene, 2. hyperoxia, 3. interaction of *Sphk1* ^*−/−*^ and hyperoxia. Red circle shows all the genes affected by knockout of *Sphk1* gene (61 + 99 + 164 + 26 = 350). *Sphk1* ^*−/−*^ shows 61 genes solely differentially regulated when the corresponding gene was knocked out. Orange circle shows all the genes (4074 + 868 + 99 + 164 = 5205) affected by hyperoxia. 4074 genes were differentially regulated by hyperoxia compared to the corresponding normoxic control unaffected by other factors. Green circle shows genes affected by the interaction between the two factors i.e., *Sphk1* ^*−/−*^ and hyperoxia (673 + 26 + 164 + 868 = 1731). 673 genes were solely affected by the interaction between *Sphk1* ^*−/−*^ and hyperoxia, independent of the direct impact of either

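The uncharacterised transcript BC018473 was higher in SK than in WT mice at both oxygen levels. It had a mean log2 value of 3.54 ± 0.10 in WT RA, 3.68 ± 0.15 in WT HO, 7.26 ± 0.20 in SK RA and 5.33 ± 0.34 in SK HO (± SD, 3 mice each). Its knockout effect over both oxygen levels was 2.68 on the log2 scale (adjusted p = 7.43e-06 from limma), with every SK array above every WT array. BC018473 lies within 5 Mb of Sphk1. Of the 204 measured genes in that window, 9 were called for the knockout effect, or 4.41%, against 333 of 21976 genes elsewhere, or 1.52% (Fisher's exact test, two-sided p = 0.00454).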

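Several p53 targets rose in both genotypes: Ccng1 and Zmat3, which act in cell cycle arrest, rose by 2.48 (Ccng1) and 1.88 (Zmat3) in WT HO and by 2.11 and 1.96 in SK HO on the log2 scale. Slc7a11, which imports cystine for glutathione synthesis, rose by 3.20 (standard error 0.34) in WT HO and by 2.47 (standard error 0.34) in SK HO. The receptor tyrosine kinases Kit and Tek fell in both, with log2 fold changes in WT and SK mice of -2.41 and -2.24 for Kit and of -1.71 and -1.55 for Tek. Of all transcripts, 258 rose in both genotypes, where 36.2 would be called in both if the calls were independent, and 239 fell in both, where 34.6 would. Both comparisons use the same estimate of the spread of each transcript, so their calls are not independent. The 36.2 and 34.6 are therefore no test of a shared response. Of the transcripts that rose in WT mice, 71 fell in SK mice, and of those that fell in WT mice, 37 rose in SK mice. The groups of WT HO and WT RA did not overlap in 34.3% of all transcripts, where chance gives 10% with 3 mice against 3.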

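Of 29 genes of the G2 phase and mitosis, among them Kif11 and Tpx2, 26 had a positive interaction and none a negative one (the same numbers when adjusted over the list alone; camera adjusted p = 8.89e-45, and adjusted p = 0.0144 with an estimated correlation). Of 13 B cell genes, none had a positive and 8 a negative interaction (none and 12 adjusted over the list alone), and Cd79a and Fcmr had interaction estimates of -2.17 and -2.13 on the log2 scale (standard errors 0.27 and 0.25; for the list, camera adjusted p = 1.25e-11, and adjusted p = 0.0413 with an estimated correlation). Among the mast cell proteases, Cpa3 had an estimate of 4.47 and Tpsb2 of 2.76. Of the transcripts that rose in WT mice, 874 were called for the interaction, and of those that fell, 812 were. Of the 3547 transcripts that rose in WT HO, 2550 (71.9%) had an estimate of the same sign in SK mice, and of the 2624 that fell, 1812 (69.1%) did.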

**Fig. 2:**
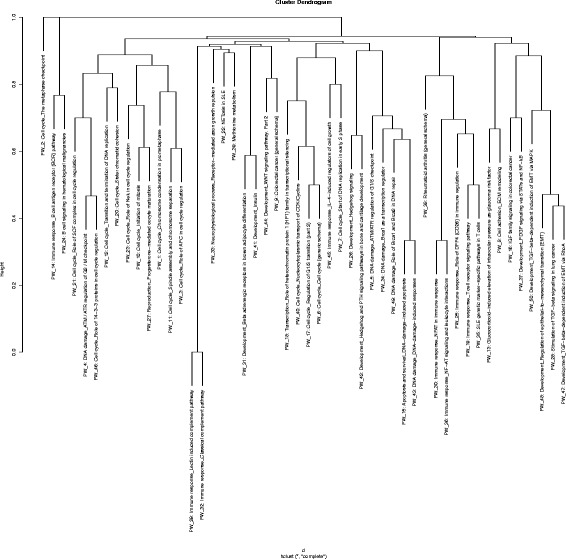
Nodal biological pathways identified as differentially regulated in the animal model of BPD. Differential gene expression analysis was further subjected to pathway enrichment analysis in order to delineate the underlying major biological signaling pathways that could be attributed to the protective effect seen in *Sphk1* ^*−/−*^ mice against hyperoxia induced lung injury. The 7 M clusters of pathways were grouped by similar functions, thus highlighting significant differentially expressed genes most prevalent in our model, as shown here. The pathways combined to form clusters are described here. 1. Cell cycle metaphase check point (cluster 1), 2. DNA damage G2/M check point (cluster 3), 3. DNA-damage-induced apoptosis and survival (cluster 8), 4. Cell adhesion and extracellular matrix remodeling (cluster 10), 5. Pdgf signaling via NF-ĸB pathway (cluster 11a), 6. Wnt signaling and epithelial mesenchymal transition (cluster 11b), and 7. Sphingosine 1 phosphate (S1P) pathway (cluster 12). A detailed description of the pathways and how they were combined to form clusters is given in Additional file 2: Table S2

To create the heatmaps for selected mega pathways, we plotted z-scored normalized expression levels of differentially expressed genes (FDR < 0.05) across all experimental groups (Figs. 3, 4, 5 and 6). The color key ranging from dark blue to dark red shows the z-scored normalized expression level.

**Fig. 3:**
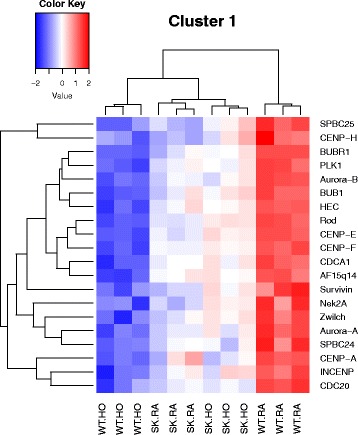
Heatmap showing differentially regulated genes in the nodal pathway related to cell cycle metaphase check point (cluster 1). Differentially expressed genes were analyzed using the “Pathway Maps” ontology and the top 50 most enriched pathways (PW) were identified. We clustered nodal PWs based on their gene content and reduced duplication. Complete linkage hierarchical clustering on the Jaccard distance between the complete set of genes in each PW was done and closely related individual entities were identified. Each cluster of closely related PWs was considered as one unit or mega pathway (dissimilarity cut off of 0.6). All associated differential genes were combined for creating heatmaps and analyzing gene interactions. Clustering of pathways has been detailed in Additional file 2: Table S2. The color key ranging from dark blue to dark red shows the degree of differential regulation from −2 of down regulation or more to +2 of upregulation or more. The color key ranging from dark blue to dark red shows the z-scored normalized expression level. This heatmap depicts the biological nodal pathway showing differential regulation of genes among the 4 different groups such as WT neonatal mice exposed to room air (WT RA), hyperoxia (WT HO), *Sphk1* ^−/−^ mice exposed to room air (SK RA), or *Sphk1* ^−/−^ mice exposed to hyperoxia (SK HO). Selected genes depicted in the heat map is described here. Among the genes prominently downregulated by hyperoxia in the WT include 1) centromere associated proteins, Cenp A, E, F and H, 2) Kinetochore proteins Bubr, Aurora A and B, Bub1 and Zwilch and 3) protein kinases such as Nek2a

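Nuf2, a subunit of the kinetochore's Ndc80 complex, had a mean log2 value of 7.86 ± 0.23 in WT RA, 6.21 ± 0.14 in SK RA, 4.57 ± 0.28 in WT HO and 6.43 ± 0.23 in SK HO (± SD, 3 mice each). Kntc1, a subunit of the checkpoint complex that recruits dynein, fell by 2.17 in WT HO against WT RA on the log2 scale (standard error 0.11) and the mitotic kinase Plk1 fell by 2.64 (standard error 0.16). Aurka, the Aurora kinase of the spindle poles, had log2 fold changes of -1.87 against WT RA and -0.88 against SK HO. In SK HO against SK RA, of the 20 measured genes of the cluster none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 4 up and none down at an unadjusted p under 0.05), and their median was 0.21 (camera adjusted p = 0.00159, and adjusted p = 0.335 with an estimated correlation). For WT HO compared with SK HO, none were higher and 17 were lower (none and 20 adjusted over the list alone; median -0.98; camera adjusted p = 9.57e-24, and adjusted p = 0.0338 with an estimated correlation). The interaction was positive for all 20. As the paper picked these genes on these arrays, their counts are not independent evidence of the direction.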

**Fig. 4:**
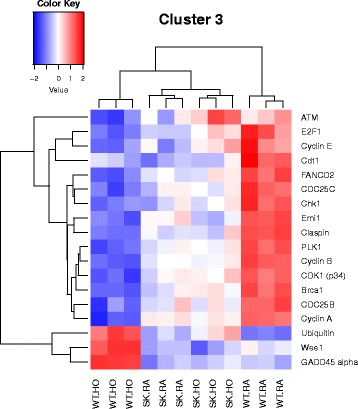
Heatmap showing genes differentially regulated in the nodal pathway related to mostly DNA damage G2/M check point (cluster 3). The cluster combines data from 11 related pathways as shown in Additional file 2: Table S2. Selected genes depicted in the heatmap are described here. Among the genes prominently downregulated by hyperoxia in the WT are 1) Cyclins A, B and D, Cdk1, 2) ATM serine/threonine kinase, Chk1. ATM is activated by DNA double-strand breaks. In contrast, gene for Wee was upregulated in WT HO along with Gadd45 alpha

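Cyclins of S phase and mitosis and their kinase fell in WT HO against WT RA, while D cyclins went both ways. Ccna2 (cyclin A2), Ccnb2 (cyclin B2) and Cdk1 had log2 fold changes of -2.84, -2.92 and -2.84 (standard errors 0.16, 0.14 and 0.20, 3 mice per group). Ccnd1 (cyclin D1) rose by 0.96 (adjusted p = 0.000835) and Ccnd2 (cyclin D2) had a log2 fold change of -0.76 (adjusted p = 0.00753). Chek1, the checkpoint kinase Chk1, had a log2 fold change of -1.14 (adjusted p = 0.000405) and Atm, the kinase that signals DNA breaks, of -0.52 (adjusted p = 0.0243). With hyperoxia in SK mice, Ccna2 was at -0.10 and Cdk1 at 0.28, neither past the test (adjusted p = 0.859 and 0.624). Of the 16 measured genes of the cluster, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 2 up and 1 down at an unadjusted p under 0.05) in that comparison. The estimates of the interaction were 2.74 for Ccna2, 3.00 for Ccnb2 and 1.29 for Chek1. Atm did not pass in WT HO against WT RA without WT RA 1, WT RA 3, WT HO 2 or WT HO 3 (adjusted p = 0.059 to 0.0951).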

**Fig. 5:**
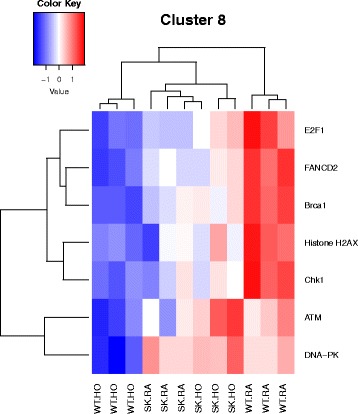
Heatmap showing genes differentially regulated in the nodal pathway related to DNA-damage-induced apoptosis and survival (cluster 8). The cluster combines data from 7 related pathways as shown in Additional file 2: Table S2. Selected genes depicted in the heatmap are described here. Genes related to DNA-damage-induced apoptosis and survival PW are downregulated in the WT HO group. These include Histone 2A component, H2AX contributing to the nucleosome-formation and DNA-PK i.e., DNA-dependent serine/threonine protein kinase

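Brca1, which acts in repair by recombination, had mean log2 values of 5.70 ± 0.15 in WT RA, 4.55 ± 0.22 in SK RA, 3.78 ± 0.06 in WT HO and 4.80 ± 0.14 in SK HO (± SD, 3 mice each). Fancd2, of the Fanconi anemia pathway, fell by 1.58 in WT HO against WT RA on the log2 scale (standard error 0.14) and H2ax, the histone variant marked at DNA breaks, fell by 1.65 (standard error 0.27). Prkdc, the DNA-dependent protein kinase, was lower in WT HO both against WT RA (-0.87) and against SK HO (-1.03). Of the 7 measured genes of the cluster, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 1 up and none down at an unadjusted p under 0.05) in SK HO against SK RA. The interaction was positive for all 7 (median 1.28; camera adjusted p = 1.54e-10, and adjusted p = 0.0148 with an estimated correlation). The paper chose this list on these samples, so its counts are not independent evidence of the direction.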

**Fig. 6:**
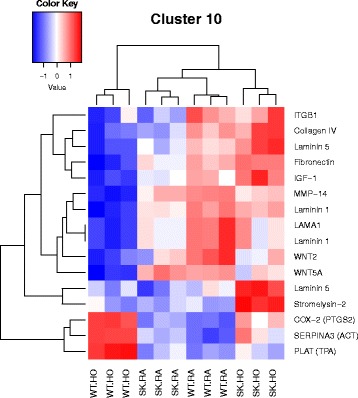
Heatmap showing genes differentially regulated in the nodal pathway related to cluster 10. The cluster combines gene expression analysis data from glucocorticoid-induced elevation of intraocular pressure as glaucoma risk factor and cell adhesion and extracellular matrix remodeling. Among the genes downregulated in WT HO in contrast to *Sphk1* ^*−/−*^ HO are those coding for basal lamina such as Laminin 1, 5 and Collagen IV, matrix metalloproteinases such as MMP-14, MMP-3 (Stromelysin-1) and integrin beta sub unit (ITGB). *Laminin-5* and *Stromelysin-1* are upregulated significantly in *Sphk1* ^*−/−*^ HO. Genes significantly upregulated in WT HO are those coding for *Cox 2, Serpina 3* and *Plat*. Cyclooxygenase (COX) catalyzes formation of prostaglandins such as prostacyclin. *Serpina 3* gene codes for alpha 1-antichymotrypsin which inhibits the activity of proteases, and thereby protects tissues from proteolytic damage. *Sphk1* ^*−/−*^ HO also revealed upregulation of *Cox 2* and *Serpina3* gene expression in response to hyperoxia

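Laminin chains and the membrane-bound protease Mmp14 were lower in WT HO than in SK HO, and Mmp3 was higher. Lamb1 and Lamc1, the beta and gamma chains of laminin-1, had log2 fold changes in WT HO against SK HO of -1.24 and -1.28 (standard errors 0.11 and 0.12), and Lama1, its alpha chain, of -1.19. Mmp14 was at -1.12 (standard error 0.12) and Mmp3 (stromelysin-1) at 3.37 (standard error 0.32, adjusted p = 0.000167). For the collagen IV chains Col4a1 and Col4a2 and the integrin Itgb1 the values were -0.38, -0.32 and -0.22, none past the test (adjusted p = 0.141, 0.191 and 0.337), whereas the collagen IV chain Col4a3 was lower in WT HO, at -1.28. Of the 25 measured genes of the cluster, 4 were higher and 17 were lower (4 and 20 adjusted over the list alone; median -1.09; camera adjusted p = 1.37e-13, and adjusted p = 0.0338 with an estimated correlation), in a list the paper chose on these samples, whose count is not independent evidence. The genes of the cluster that were higher were Mmp3, Plat, Ptgs2 and Serpina3n. Of 19 collagen genes in a textbook list, 1 was higher and 12 were lower (1 and 17 adjusted over the list alone) in WT HO against SK HO, with Col8a1 at 1.79, Col6a3 at -1.68 and Col5a1 at -1.30 (camera adjusted p = 1.37e-13, and adjusted p = 0.0597 with an estimated correlation).

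**Figure D2:**
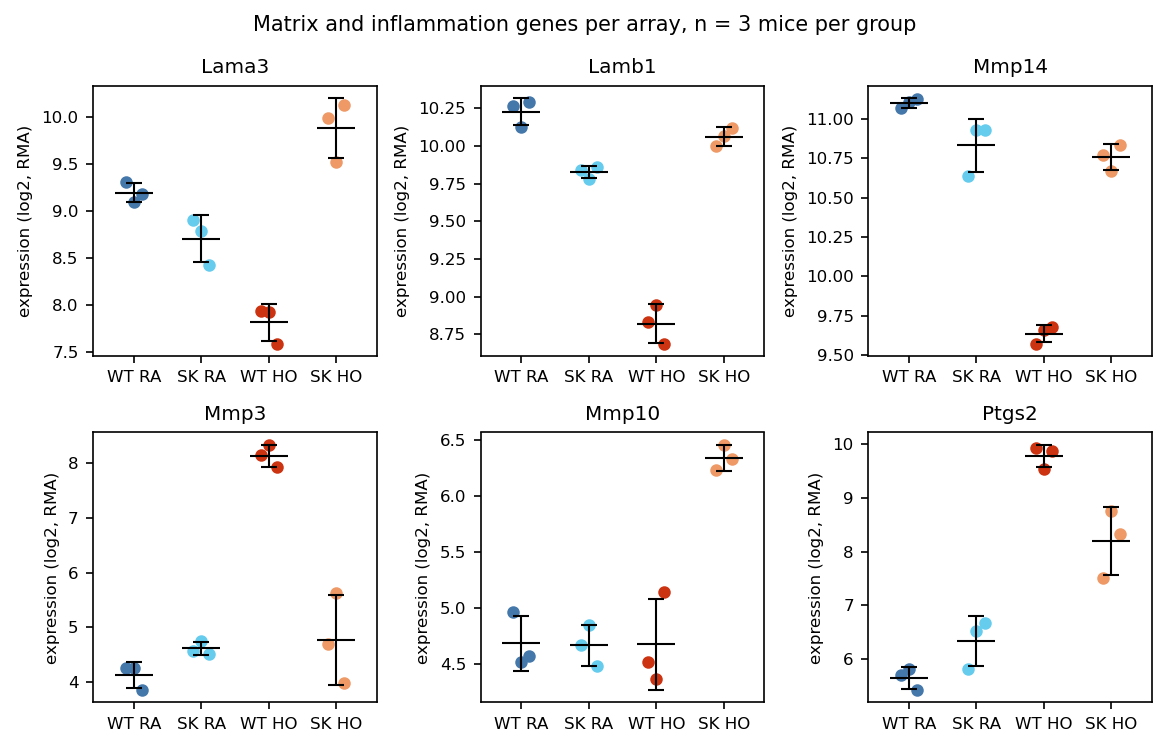
Log2 values of Lama3, Lamb1, Mmp14, Mmp3, Mmp10 and Ptgs2 in the 4 groups, with 1 point per mouse and a bar for the mean ± SD. Lamb1 and Mmp14 are lowest and Mmp3 is highest in WT HO.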

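The laminin-5 chains Lama3 and Lamb3 rose in SK HO against SK RA by 1.18 and 1.00 on the log2 scale (standard errors 0.19 and 0.15, adjusted p = 0.00824 and 0.00674, 3 mice per group). With hyperoxia in WT mice, Lama3 fell (-1.38) and Lamb3 was at -0.16 (adjusted p = 0.567), and the difference between the genotypes, as the interaction, was 2.56 and 1.17. Mmp10 (stromelysin-2) rose in SK HO by 1.67 (standard error 0.20) and was at -0.01 in WT HO against WT RA (adjusted p = 0.988). Mmp3 (stromelysin-1) was at 0.16 in SK HO (adjusted p = 0.9) and rose by 4.01 in WT HO.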

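Ptgs2, the gene of the inducible cyclooxygenase Cox2, had a mean log2 value of 5.64 ± 0.20 in WT RA, 6.34 ± 0.46 in SK RA, 9.78 ± 0.21 in WT HO and 8.20 ± 0.63 in SK HO (± SD, 3 mice each). It rose in both genotypes, 17.6-fold in WT and 3.64-fold in SK mice, and the rise was larger in WT (interaction -2.27, standard error 0.43, adjusted p = 0.0111). Plat, the tissue plasminogen activator, rose 2.52-fold in WT HO (adjusted p = 0.000158), had a log2 fold change of 0.11 in SK HO (adjusted p = 0.844), and was higher in WT HO than in SK HO by 1.05. The interaction of Plat was -1.23 (adjusted p = 0.00722). Serpina3n had log2 values of 11.99, 12.03, 12.11 in the WT HO mice and 9.21, 11.16, 8.12 in the SK HO mice.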

### Realtime RT- PCR validation of microarray results

Total RNA was isolated from mouse lung homogenate using TRIzol® reagent according to the manufacturer’s instructions and purified using the RNeasy® Mini Kit according to the manufacturer’s protocol (Qiagen, MD, USA). iQ SYBR Green Supermix was used to do the real time RT-PCR using iCycler by Bio-Rad, USA. 18S rRNA (sense, 5′-GTAACCCGTTGAACCCCATT-3′, and antisense, 5′- CCATCCAATCGGTAGTAGCG-3′) was used as an external control to normalize expression. Quantitative RT-PCR was performed as previously described [13]. All primers were designed by inspection of the genes of interest and were designed using Beacon Designer 2.1 software. The sequence description of mouse primers used are given in Additional file 1: Table S1. We included negative controls, consisting of reaction mixtures containing all components but for the target RNA, with each of the RT-PCR runs. In order to ensure that amplified products did not represent genomic DNA contamination but the itended mRNA to be amplified, the representative PCR mixtures for each gene were run in the absence of the RT enzyme after first being cycled to 95 °C for 15 min. No PCR products were observed in the absence of reverse transcription,.

Direct comparison of two groups such as WT HO and *Sphk1* ^*−/−*^ HO was done using paired t –test. The level of statistical significance was set at *p* < 0.05.

All the validation studies were done in the exact same cohort used in microarray studies.

## Results

### Outline of the overall transcriptional changes

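The lungs of newborn mice were compared in a factorial design of genotype (wild type, WT, and Sphk1 knockout, called SK here) and oxygen, with room air (RA) or 75% oxygen (HO) from postnatal day 1 for 7 days in litters of up to 6 pups. Total RNA of 3 mice per group was labelled and hybridised to 12 MoGene 2.0 ST arrays, 1 per mouse. The authors corrected the background, normalized by quantiles and summarised the probe sets by RMA in Partek Genomics Suite 6.6, and the values are log2 expression for 41345 transcripts. The first gene to look at in a knockout design is Sphk1, which makes sphingosine-1-phosphate. Its log2 values were 5.37, 4.90, 5.40 in WT RA 1 to 3, 5.59, 5.78, 5.84 in SK RA, 6.79, 7.50, 7.04 in WT HO and 5.70, 6.28, 5.57 in SK HO. Sphk1 was thus not lower in SK RA than in WT RA (log2 fold change 0.51, standard error 0.23, adjusted p = 0.386). Where its probes lie relative to the deleted part of the gene is not given in the sources used here, so this gene does not check the genotype labels. From the deposited values, 1 mean per group was fitted to every transcript with limma, which shrinks the variance of each gene towards that of all genes (prior degrees of freedom 3.247). The main effects of oxygen and of the knockout, their interaction and 4 comparisons between pairs of groups were tested, each with Benjamini-Hochberg adjustment over all 41345 transcripts at a threshold of 0.05. Gene groups were tested with camera at a preset correlation of 0.01. Only SDs, standard errors and p-values over 3 mice per group can be given, and this number limits the precision.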

Figure 1 is a Venn diagram showing the number of genes differentially regulated in the WT and *Sphk1* ^*−/−*^ neonatal mice exposed to hyperoxia based on two-way ANOVA analysis. The diagram depicts number of genes affected in three different categories: 1. *Sphk1* gene knockout, 2. Exposure of the neonatal mouse to hyperoxia, 3. Interaction of *Sphk1* gene knock out and hyperoxia. The intersecting areas represent genes affected by the corresponding condition. The advantage with two-way ANOVA is that the third variable of interaction between the two factors is purely dependent on interaction, and independent of the direct effect of the two factors.

A total of 4074 genes are differentially regulated by hyperoxia compared to corresponding normoxic control. 

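Serpina3n, an acute phase protease inhibitor, Ch25h, which makes 25-hydroxycholesterol, and Abcb1b, a drug efflux pump, were among the genes that rose most in WT HO over WT RA, by 6.24, 4.52 and 3.94 on the log2 scale (standard errors 0.58, 0.29 and 0.37, 3 mice per group). The stretch-responsive gene Ankrd1 rose by 4.05 and the interferon-inducible Ifi205 by 3.81. Among the largest decreases were those of Prss35 (-4.58), a protease-like secreted protein, Slc27a6 (-4.35), a fatty acid transporter, Frem1 (-3.84), a basement membrane protein, and Slitrk6 (-3.67). In WT mice 6171 transcripts passed the test (3547 up and 2624 down), of which 2422 changed at least 2-fold, and in SK mice 967 did (422 up and 545 down), of which 488 changed at least 2-fold. With only the arrays of the compared groups in the fit the numbers were 6691 in WT and 93 in SK mice. From SK RA to SK HO, Eda2r (3.45), a p53 target, and Inhba (2.77), which encodes activin A, rose, and Vsnl1 (-3.23), Glp1r (-2.75) and Adcy8 (-2.83) fell. Over both genotypes the effect of oxygen was called for 5605 transcripts, 3091 up and 2514 down, and 4310 of these showed neither a knockout effect nor an interaction. The number for SK mice was 461 without SK RA 2, 433 without SK RA 3 and 556 without SK HO 2, and the balance was 534 up and 399 down without SK HO 1 and 285 up and 644 down without SK RA 1. The number with an oxygen effect alone was 2761 without SK HO 2.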

Differential expression of only 61 genes is noted solely due to the impact of *Sphk1* ^*−/−*^ whereas 673 genes were affected by the interaction between *Sphk1* ^*−/−*^ and hyperoxia.

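Of the genes with 1 symbol, the largest rise in SK RA over WT RA was that of BC018473, a transcript near Sphk1, with a log2 fold change of 3.71 (standard error 0.18, 3 mice per group), followed by the transcription factor Zbtb16 (3.10), the fibroblast enzyme Inmt (2.61), the noncoding RNA Neat1 (2.04) and Mettl21e (2.00), a methyltransferase of muscle. Among the genes that were lower in SK RA were Prr11 (-1.76), Ska3 (-1.65) and Melk (-1.64), which act in mitosis, and the linker histone H1f5 (-1.77). The knockout effect over both oxygen levels was called for 478 transcripts, 277 higher and 201 lower in SK mice, and 96 of them showed neither an oxygen effect nor an interaction. The interaction alone was called for 798. The number with a knockout effect moved with single arrays: it was 219, 158 and 196 without WT RA 1, 2 or 3, 245 and 208 without SK RA 2 or 3, 215, 169 and 186 without WT HO 1, 2 or 3, 185 and 197 without SK HO 1 or 3, and 1255 without SK HO 2. The 96 became 45, 29 and 33 without WT RA 1, 2 or 3, 58 and 35 without SK RA 2 or 3, 48, 26 and 24 without WT HO 1, 2 or 3, 26 and 30 without SK HO 1 or 3, and 271 without SK HO 2. Zbtb16 did not pass in SK RA against WT RA without any 1 array other than SK HO 1 and SK HO 2 (adjusted p = 0.0566 to 0.147), nor did Neat1 in SK RA against WT RA without WT RA 2 (adjusted p = 0.0536).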

### Pathway enrichment (PW) analyses and elucidation of underlying biological currents

We identified the top 50 differentially regulated pathways based on the gene expression profiles. 

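Of the 47 gene lists fixed before the data were examined, 40 were chosen from textbook knowledge and 7 from the paper's own clusters. Some of the 40, such as the selectins, the IL-6 family and the canonical Wnt pathway, hold genes that the paper reports as changed on these arrays. The G2 and mitosis list holds Tpx2, which the paper lists as lower in SK RA than in WT RA. For those genes the test is not independent evidence. From WT RA to WT HO, the textbook lists that moved most were those of the G2 phase and mitosis (median log2 fold change -2.31), the integrated stress response (1.71), immediate early genes (1.65), p53 targets (1.52) and the hedgehog pathway (-1.45). Of the 20 genes of the integrated stress response, 15 rose and 1 fell (19 and 1 adjusted over the list alone), led by Trib3 (2.45), Nupr1 (2.09) and Asns (2.21) (camera adjusted p = 1.71e-12, and adjusted p = 0.0713 with an estimated correlation). Of the 11 hedgehog genes, none rose and 10 fell (none and 11 adjusted over the list alone), led by Hhip (-2.59), Gli3 (-1.86) and Gli2 (-1.68) (camera adjusted p = 1.03e-09, and adjusted p = 0.0713 with an estimated correlation). By camera 35 of the 47 lists were called in WT HO against WT RA, 26 in SK HO against SK RA, 25 in SK RA against WT RA, 31 in WT HO against SK HO and 32 for the interaction. With the correlation estimated from the data these numbers were 7, 0, 8, 6 and 10 (21, 9, 12, 12 and 17 at an unadjusted p under 0.05). The test of fry, which asks whether the genes of a list move one way on balance, called 39, 18, 14, 32 and 29.

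**Figure D3:**
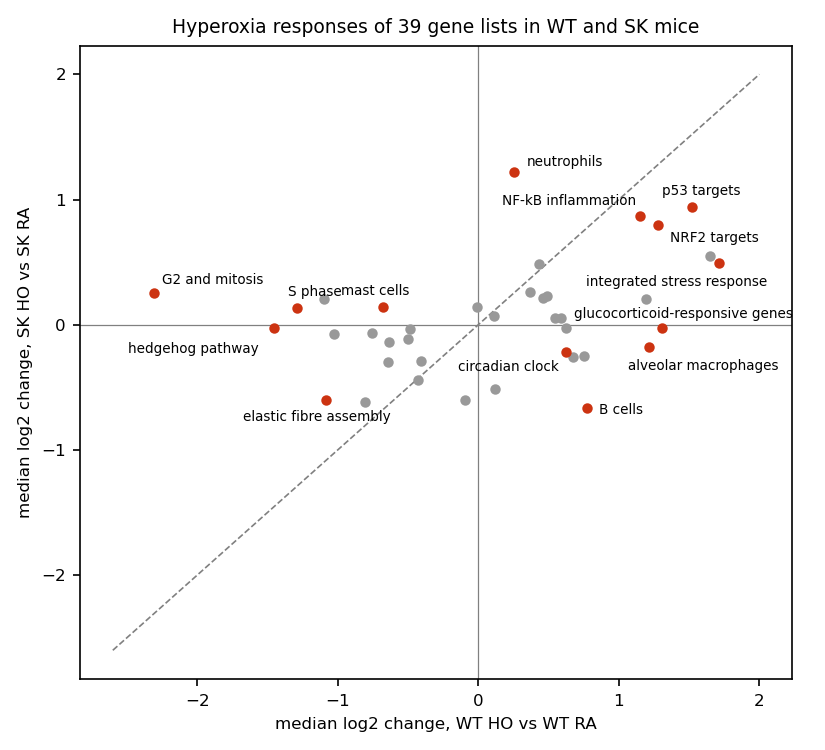
Median log2 fold change of each gene list in WT HO against WT RA (horizontal axis) and in SK HO against SK RA (vertical axis), 1 point per list. The dashed line marks equal responses, and the G2 and mitosis list lies at -2.31 in WT and 0.26 in SK mice.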

Figure 2 depicts a relationship between individual PWs. Additional file 2: Table S2 lists all identified PWs in the order of their position on hierarchical clustering graph, and depicts the clustering of similar pathways. Dissimilarity of 0.6 was used as cut off for the purpose of clustering pathways and reducing the redundancy as described in the Methods. 

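Of the paper's clusters, all except that of S1P and LPA signaling had most of their measured genes lower in WT HO than in WT RA at an adjusted p under 0.05. In the metaphase checkpoint cluster, which holds Cenpe and Nuf2, none rose and 20 fell of 20 genes (median log2 fold change -2.05; camera adjusted p = 1.93e-27, and adjusted p = 0.026 with an estimated correlation). In the G2/M checkpoint cluster, 1 rose and 15 fell of 16 (median -1.55; camera adjusted p = 3.57e-15, and adjusted p = 0.0361 with an estimated correlation). In the cluster of DNA-damage-induced apoptosis, none rose and 7 fell of 7 (median -1.14; camera adjusted p = 1.01e-07, and adjusted p = 0.0361 with an estimated correlation). In the cluster of matrix remodeling, 4 rose and 16 fell of 25 (median -1.10; camera adjusted p = 1.29e-06, and adjusted p = 0.0713 with an estimated correlation). In the cluster of Pdgf signaling through NF-kB, 8 rose and 9 fell of 17 (median -0.48; camera adjusted p = 0.694). In the cluster of Wnt signaling and EMT, 6 rose and 13 fell of 25 (median -0.57; camera adjusted p = 0.0366, and adjusted p = 0.445 with an estimated correlation). In the cluster of S1P and LPA signaling, 4 rose and 1 fell of 13 (median 0.27; camera adjusted p = 0.129). All of these counts are the same when adjusted over the list alone. Because the paper chose these genes on the same arrays, their counts are not independent evidence of a direction. The Wnt signaling and EMT (cluster 11b) list was not called in WT HO against WT RA without WT RA 1, WT HO 3, SK HO 1 or SK HO 2 (adjusted p = 0.0507 to 0.076).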

We condensed the data to seven cluster PWs that are differentially regulated among the four groups (WT RA, WT HO, *Sphk1* ^*−/−*^ RA and *Sphk1* ^*−/−*^ HO) studied. Heatmaps show differential expression of selected genes (Figs. 3, 4, 5, 6, 7, 8 and 9).

**Fig. 7:**
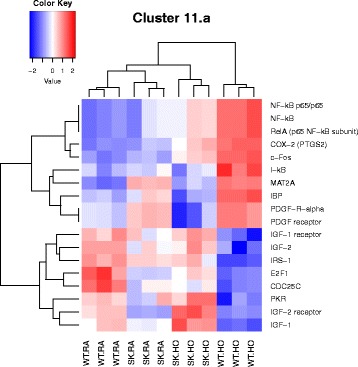
Heatmap showing genes differentially regulated in the nodal pathway related to Pdgf signaling via NF-ĸB (cluster 11 a). NF-κB and related genes (*NF-κB, NF-κB p65, Rel A, I-κB*) are significantly upregulated in WT HO compared to the rest. Genes for insulin like growth factors (IGF) 1 and 2 and their receptors are downregulated in WT HO whereas they are upregulated in *Sphk1* ^*−/−*^ HO. IGF is known to have anabolic effects. *c-Fos* is also noted to be upregulated in WT HO. C-Fos with c-Jun forms AP-1 (Activator Protein-1) complex. AP-1 complex is a transcription factor mediating a wide range of cellular processes such as cell growth, differentiation, and apoptosis

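Several genes of the NF-kB pathway rose in WT HO against WT RA. Rela, the p65 subunit, Nfkb2, the p100 subunit, and the inhibitors Nfkbia and Nfkbib rose by 1.20, 1.25, 1.31 and 0.79 on the log2 scale (adjusted p = 0.000303, 0.000623, 0.000917 and 0.00269, 3 mice per group). For SK HO compared with SK RA, the same genes were at 0.34, 0.63, 0.23 and -0.11, none past the test, and the interaction estimates were -0.86 (adjusted p = 0.0429), -0.62 (0.219), -1.09 (0.0478) and -0.90 (0.0229). In WT HO against SK HO, Nfkbib was higher (0.75), while Rela (0.56, adjusted p = 0.0528), Nfkb2 (0.25, adjusted p = 0.524) and Nfkbia (0.71, adjusted p = 0.0594) were not past the test. Of 24 inflammatory NF-kB target genes in a textbook list, 17 rose and none fell (18 and none adjusted over the list alone) in WT HO, with Ccl3 at 2.77 and Icam1 at 1.55 (camera adjusted p = 9.74e-11, and adjusted p = 0.0713 with an estimated correlation). In SK HO, 8 rose and none fell (17 and none adjusted over the list alone), with Ccl3 at 2.07 and Icam1 at 1.55 (camera adjusted p = 1.03e-14, and adjusted p = 0.124 with an estimated correlation). Rela did not pass in the interaction without any 1 array other than SK RA 1 (adjusted p = 0.053 to 0.104), nor did Nfkbia in the interaction without any 1 array other than WT HO 3 and SK HO 2 (adjusted p = 0.0612 to 0.116), or Nfkbib in the interaction without WT RA 1, WT RA 2, SK RA 2, WT HO 2, WT HO 3 or SK HO 1 (adjusted p = 0.05 to 0.0658). Nfkb2 passed in SK HO against SK RA without SK HO 1 (adjusted p = 0.0327). Rela passed in WT HO against SK HO without SK RA 1 (adjusted p = 0.0193). Nfkbia passed in WT HO against SK HO without SK HO 2 (adjusted p = 0.0131).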

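Igf1, Igf1r, Igf2 and Igf2r all fell in WT HO against WT RA, with log2 fold changes of -1.10, -1.06, -1.27 and -0.86 (standard errors 0.15, 0.17, 0.21 and 0.12, 3 mice per group). From SK RA to SK HO, Igf2r rose by 1.24 and Igf1 by 0.75 (adjusted p = 0.000434 and 0.0239), while Igf1r (0.31, adjusted p = 0.495) and Igf2 (0.29, adjusted p = 0.623) did not pass the test. The interaction was positive for each of the 4 genes, at 1.85, 1.37, 1.56 and 2.10. For WT HO relative to SK HO, Igf1 was at -1.55 and Igf1r at -1.07. Igf1 did not pass in SK HO against SK RA without SK RA 1, SK RA 2, SK RA 3 or SK HO 1 (adjusted p = 0.0534 to 0.0951).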

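Fos had mean log2 values of 6.28 ± 0.24 in WT RA, 6.67 ± 0.18 in SK RA, 9.18 ± 0.11 in WT HO and 7.96 ± 0.25 in SK HO (± SD, 3 mice each), a rise of 7.44-fold in WT and of 2.43-fold in SK mice. Jun, its partner in the AP-1 complex, was at 0.34 in WT HO (adjusted p = 0.242). Of 18 immediate early genes, which respond to stimuli within minutes, 14 rose and none fell (14 and 1 adjusted over the list alone) in WT HO, with Egr2 at 1.83 and Atf3 at 2.72 (camera adjusted p = 5.68e-10, and adjusted p = 0.0868 with an estimated correlation). In SK HO, 5 rose and none fell (9 and none adjusted over the list alone; camera adjusted p = 1.33e-06, and adjusted p = 0.254 with an estimated correlation). The interaction estimates of Fos and Egr2 were -1.61 and -1.52.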

**Fig. 8:**
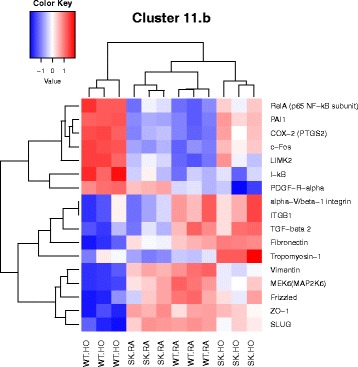
Heatmap showing genes differentially regulated in the nodal pathway related to Wnt signaling and epithelial mesenchymal transition (EMT) (cluster 11 b). The following genes related to EMT were downregulated in WT HO: alpha − V/beta − 1 integrin, fibronectin, vimentin, slug, Zo-1. Frizzled and Wnt signaling were also noted to be downregulated in WT HO. Gene for LIM Domain Kinase 2 (*Limk 2*) was upregulated in WT HO along with other genes described earlier. Limk2 is known to inactivate cofilin and induce formation of stress fibers and focal complexes

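Snai2, which encodes the transcription factor Slug, fell most of the named EMT genes in WT HO against WT RA, with a log2 fold change of -3.11 (standard error 0.23, 3 mice per group). Fibronectin (Fn1), vimentin (Vim) and Zo-1 (Tjp1) had log2 fold changes of -1.12, -0.59 and -0.72 (adjusted p = 0.000126, 0.00232 and 0.0011). The integrin alpha V gene Itgav was at -0.65 (adjusted p = 0.0159) and the integrin beta 1 gene Itgb1 at -0.23, which did not pass (adjusted p = 0.21). In SK HO against SK RA, Snai2 (-0.68, adjusted p = 0.177), Fn1 (0.50, adjusted p = 0.0625) and Vim (-0.17, adjusted p = 0.512) did not pass the test. The interaction was 2.42 for Snai2, 1.62 for Fn1 and 0.42 for Vim (adjusted p = 0.0014, 0.000305 and 0.15). Itgav did not pass in WT HO against WT RA without WT RA 1 (adjusted p = 0.0514), WT RA 2 (adjusted p = 0.0537) or WT HO 3 (adjusted p = 0.0593).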

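Several Wnt ligands and Frizzled receptors of the lung mesenchyme fell in WT HO. Wnt2 and Wnt5a had log2 fold changes against WT RA of -2.57 and -2.08 (standard errors 0.32 and 0.19, 3 mice per group), and Fzd2 and Fzd7 of -1.92 and -1.61. Fzd1 and Fzd8 fell less (-0.68 and -1.13), and Fzd4, Fzd5, Fzd9 and Fzd10 were at 0.19, 0.28, 0.12 and -0.14 without passing the test. Of 42 genes of the canonical Wnt pathway in a textbook list, 2 rose and 20 fell (3 and 21 adjusted over the list alone; median -0.50; camera adjusted p = 5.71e-06, and adjusted p = 0.232 with an estimated correlation). The paper names Wnt and Frizzled genes as lower in WT HO on these arrays, so for them the list is not independent evidence. Porcn, which acylates Wnt proteins, and Dvl1, which relays the signal, were those that rose (1.34 and 0.78). With hyperoxia in SK mice, 1 rose and 2 fell (3 and 6 adjusted over the list alone; Wnt3a rose and Fzd6 and Lef1 fell; median -0.11; camera adjusted p = 0.138), and for the interaction the list had camera adjusted p = 0.00047, and adjusted p = 0.369 with an estimated correlation. The canonical Wnt pathway list had a median of 0.14 without SK RA 1 in the interaction. The canonical Wnt pathway list was called in SK HO against SK RA without SK RA 1 (adjusted p = 0.0106) or SK HO 3 (adjusted p = 0.0268).

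**Figure D4:**
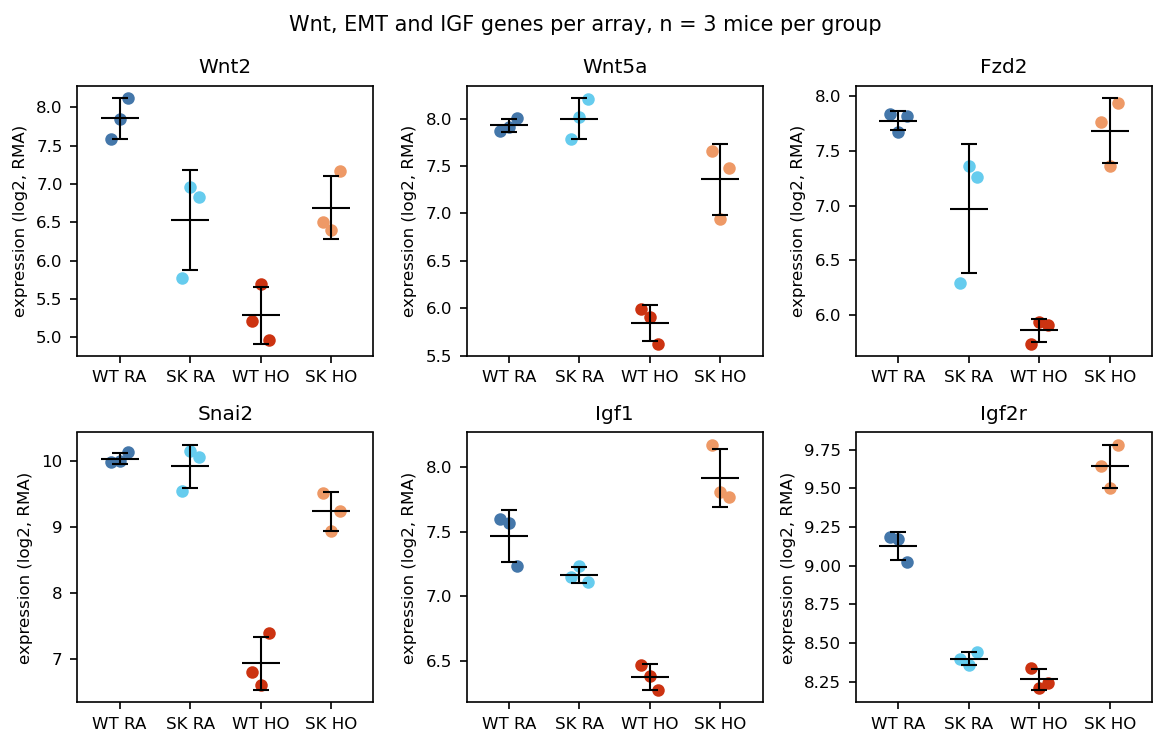
Log2 values of Wnt2, Wnt5a, Fzd2, Snai2, Igf1 and Igf2r in the 4 groups, with 1 point per mouse and a bar for the mean ± SD. Wnt2, Fzd2 and Igf1 are lowest in WT HO.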

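Limk2, a kinase that stabilises actin filaments, had mean log2 values of 6.54 ± 0.04 in WT RA and 7.33 ± 0.06 in WT HO (± SD, 3 mice each), a rise of 0.79 (standard error 0.13, adjusted p = 0.00152). Its mean was 6.82 ± 0.06 in SK RA and 6.94 ± 0.22 in SK HO, a log2 fold change of 0.12 (adjusted p = 0.777). The interaction of Limk2 did not pass the test (-0.67, adjusted p = 0.059). Limk2 passed in the interaction without SK HO 2 (adjusted p = 0.0166).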

**Fig. 9:**
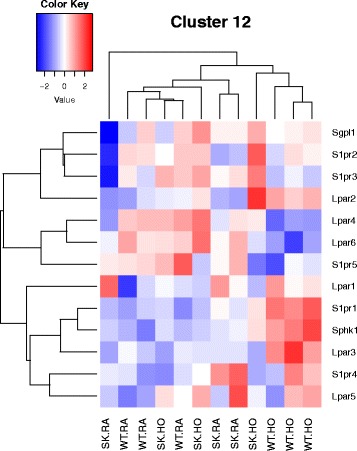
Heatmap representing differentially regulated genes in the WT and *Sphk1* ^*−/−*^ neonatal mice exposed to hyperoxia in pathways related to lipid signaling. *Sphk1*, *S1pr1* and *Lpar3* are some of the genes whose expression is upregulated in WT HO neonatal mice lungs

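Of the enzymes and receptors of S1P and LPA, Sphk1, Sphk2, S1pr1 and Lpar3 were higher and Lpar4 was lower in WT HO than in WT RA. Sphk2, the second sphingosine kinase, had mean log2 values of 7.03 ± 0.02 in WT RA, 7.24 ± 0.17 in SK RA, 7.89 ± 0.17 in WT HO and 7.28 ± 0.18 in SK HO (± SD, 3 mice each), a rise of 0.86 in WT HO (adjusted p = 0.00182). S1pr4 and S1pr5 were at log2 fold changes of 0.27 and -0.35 in WT HO against WT RA (adjusted p = 0.377 and 0.199), and Lpar1 was at 0.37 (adjusted p = 0.158). Of the 13 measured genes of the cluster, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 3 up and 1 down at an unadjusted p under 0.05) in SK HO against SK RA. In SK RA against WT RA, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 3 up and 2 down at an unadjusted p under 0.05). The paper chose this list on these samples, and its counts are not independent evidence.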

Most relevant PW clusters are: 1. Cell cycle metaphase check point (cluster 1), 2. DNA damage G2/M check point (cluster 3), 3. DNA-damage-induced apoptosis and survival (cluster 8), 4. Cell adhesion and extracellular matrix remodeling (cluster 10), 5. Pdgf signaling via NF-ĸB pathway (cluster 11a), 6. Wnt signaling and epithelial mesenchymal transition (cluster 11b), and 7. Sphingosine 1 phosphate (S1P) pathway (cluster 12). The differentially expressed genes in the above PWs are illustrated in the heatmaps (Figs. 3, 4, 5, 6, 7, 8 and 9).

### Cell cycle, apoptosis and inflammation

WT HO shows downregulation of the genes essential to maintain normal cell multiplication in complete contrast with *Sphk1* ^*−/−*^ HO and control groups. 

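Most genes of cell division fell in WT HO and were lower in SK RA than in WT RA, and none fell in SK HO against SK RA. The proliferation marker Mki67 had mean log2 values of 9.88 ± 0.05 in WT RA, 8.17 ± 0.14 in SK RA, 5.89 ± 0.14 in WT HO and 8.42 ± 0.11 in SK HO (± SD, 3 mice each). Top2a, the topoisomerase of dividing cells, had log2 fold changes of -3.36 in WT HO against WT RA and 0.27 in SK HO against SK RA (standard error 0.16), and an interaction of 3.63 (adjusted p = 1.75e-05). Of 29 genes of the G2 phase and mitosis in a textbook list, 1 rose and 26 fell (1 and 28 adjusted over the list alone) in WT HO against WT RA (median -2.31; camera adjusted p = 8.82e-31, and adjusted p = 0.0341 with an estimated correlation), the gene that rose being Gtse1 (0.58). In SK RA against WT RA none was higher and 24 were lower (none and 26 adjusted over the list alone; median -1.26; camera adjusted p = 2.41e-51, and adjusted p = 0.00925 with an estimated correlation). For SK HO compared with SK RA, 2 rose and none fell (the same adjusted over the list alone; median 0.26; camera adjusted p = 0.000444, and adjusted p = 0.433 with an estimated correlation), namely Gtse1 (1.77) and Ckap2 (0.94), both regulators of mitotic microtubules and p53. The score of this list, the mean log2 value of its genes relative to all arrays, was 1.04 ± 0.12 in WT RA, -0.13 ± 0.17 in SK RA, -1.02 ± 0.04 in WT HO and 0.11 ± 0.10 in SK HO. Of 29 genes of S phase, such as the ribonucleotide reductase subunit Rrm2, none rose and 22 fell (none and 26 adjusted over the list alone) in WT HO (median -1.29; camera adjusted p = 1.28e-18, and adjusted p = 0.0713 with an estimated correlation), and in SK HO none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 2 up and none down at an unadjusted p under 0.05), with a median of 0.13 (camera adjusted p = 0.021, and adjusted p = 0.629 with an estimated correlation). Of 15 erythroid genes, none rose and 9 fell (1 and 11 adjusted over the list alone) in WT HO, with Slc4a1, the anion exchanger of red cells, at -3.74 (camera adjusted p = 3.26e-06, and adjusted p = 0.0917 with an estimated correlation). The paper states that genes essential to normal cell multiplication were lower in WT HO, in contrast to SK HO and the controls. Gtse1 did not pass in WT HO against WT RA without WT RA 2, WT RA 3, WT HO 1 or WT HO 3 (adjusted p = 0.0522 to 0.0809). The G2 and mitosis list had a median of 0.11 without SK RA 1 and 0.16 without SK HO 2 in SK HO against SK RA. The S phase list was not called in SK HO against SK RA without SK RA 1 (adjusted p = 0.178) or SK HO 2 (adjusted p = 0.283). The S phase list had a median of 0.23 without SK RA 3 and 0.30 without SK HO 1 in SK HO against SK RA.

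**Figure D5:**
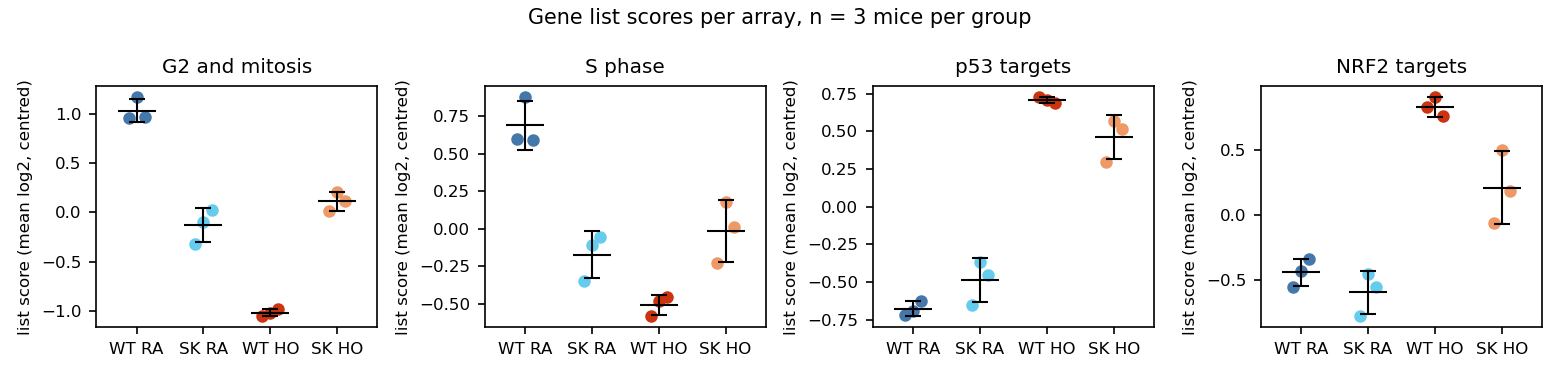
Scores of the G2 and mitosis, S phase, p53 target and NRF2 target lists per array, as the mean log2 value of the genes of each list relative to their mean over the 12 arrays. Points are single mice and bars the mean ± SD of a group, and the G2 and mitosis score is 1.04 in WT RA and -1.02 in WT HO.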

Centromere proteins (Cenp) play a significant role in assembly of kinetochores and maintenance of mitotic checkpoint signaling [19–21]. 

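Cenpe, a kinesin that moves chromosomes to the metaphase plate, had log2 values of 7.85, 7.83, 7.66 in the WT RA mice and 4.55, 4.61, 4.38 in the WT HO mice, a log2 fold change of -3.27 (standard error 0.13, adjusted p = 4.08e-07). Cenpf, of the outer kinetochore, fell by 2.64 and Cenph, of the inner kinetochore, fell by 1.88 in the same comparison (standard errors 0.13 and 0.25). For WT HO compared with SK HO, Cenpe and Cenpf were lower, at -1.87 and -1.45, and Cenph was at -0.91 without passing the test (adjusted p = 0.0595). In SK RA all of them were lower than in WT RA, at -1.89, -1.39 and -1.62 for Cenpe, Cenpf and Cenph. Cenph passed in WT HO against SK HO without WT RA 2 (adjusted p = 0.0353) or SK HO 1 (adjusted p = 0.0469).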

*Cenp E, F* and *H* were significantly downregulated in WT HO compared to the rest of the groups. 

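Bub1b, which encodes Bubr1, had mean log2 values of 7.21 ± 0.01 in WT RA, 5.79 ± 0.29 in SK RA, 5.01 ± 0.05 in WT HO and 6.10 ± 0.15 in SK HO (± SD, 3 mice each). Bub1, a kinase of the spindle checkpoint, had means of 7.04 ± 0.22, 5.37 ± 0.45, 3.95 ± 0.16 and 5.75 ± 0.27 in the same order. In SK RA against WT RA, Bub1b and Bub1 were lower, with log2 fold changes of -1.42 and -1.67 (adjusted p = 0.00179 and 0.00505). In WT HO against SK HO, the values were -1.09 and -1.81 (adjusted p = 0.00164 and 0.000853).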

*Bubr1* and *Bub1* genes also play an important role in spindle formation and their expression was downregulated in WT HO whereas their expression was comparable in other groups.

*Bax*, a proapoptotic gene [22] was upregulated 4 fold in WT HO compared to the rest. In contrast, its expression was downregulated in *Sphk1* ^*−/−*^ HO. 

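Bcl2l1, which encodes the survival protein Bcl-xL, had mean log2 values of 6.91 ± 0.03 in WT RA, 7.01 ± 0.01 in SK RA, 8.44 ± 0.10 in WT HO and 7.47 ± 0.47 in SK HO (± SD, 3 mice each). From WT RA to WT HO, it rose 2.89-fold (adjusted p = 0.000326), and in WT HO against SK HO it was 1.96-fold higher (adjusted p = 0.0135). Its log2 fold change in SK HO against SK RA was 0.46, adjusted p = 0.306, and its interaction -1.07, adjusted p = 0.0498. Of 9 anti-apoptotic genes, 5 rose and none fell (the same adjusted over the list alone) in WT HO, among them Birc3 (0.83), an inhibitor of apoptosis, and Cflar (0.71), which blocks caspase 8 (camera adjusted p = 0.00481, and adjusted p = 0.0917 with an estimated correlation). From SK RA to SK HO, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 1 up and none down at an unadjusted p under 0.05). Bcl2l1 did not pass in WT HO against SK HO without WT HO 2 (adjusted p = 0.059), SK HO 1 (adjusted p = 0.0519) or SK HO 3 (adjusted p = 0.0629), nor did Bcl2l1 in the interaction without any 1 array other than SK HO 2 (adjusted p = 0.0746 to 0.117).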

*Bcl2l*, an antiapoptotic gene, was upregulated 2.9 fold in WT HO compared to the WT RA and elevated 2 fold compared to the *Sphk1* ^*−/−*^ HO.

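Cdkn1a, the p53 target that encodes the kinase inhibitor p21, had log2 values of 7.87, 7.65, 7.21 in the WT RA mice, 8.12, 8.06, 7.55 in SK RA, 10.54, 10.59, 10.60 in WT HO and 10.48, 10.54, 10.33 in SK HO. It rose 7.99-fold in WT HO against WT RA and 5.82-fold in SK HO against SK RA (adjusted p = 3.26e-06 and 0.000136), and its interaction did not pass the test (-0.46, adjusted p = 0.442). Of 23 p53 targets, 19 rose and none fell (19 and 1 adjusted over the list alone) in WT HO (median 1.52; camera adjusted p = 4.45e-14, and adjusted p = 0.0399 with an estimated correlation), and 11 rose and 1 fell (16 and 1 adjusted over the list alone) in SK HO (median 0.94; camera adjusted p = 1.87e-15, and adjusted p = 0.124 with an estimated correlation). Btg2, an antiproliferative p53 target, rose by 1.73 in WT HO, and Psrc1, a spindle protein, rose by 2.61 in SK HO. For the interaction, 1 was positive and 2 were negative (1 and 6 adjusted over the list alone), with Psrc1 at 1.43 and Btg2 at -1.56 (camera adjusted p = 0.00296, and adjusted p = 0.319 with an estimated correlation).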

*p21 (Cdkn1a)* gene expression was increased 7 fold in WT HO and 6 fold in *Sphk1* ^*−/−*^ HO groups compared to normoxia groups. This was accompanied by reduced expression of *Cyclin A*, *B* and *E* genes in the WT HO. 

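Ccne1 (cyclin E1) had a log2 fold change of -1.12 in WT HO against WT RA (standard error 0.19, adjusted p = 0.00208) and of 0.45 in SK HO against SK RA (adjusted p = 0.309), and an interaction of 1.57 (adjusted p = 0.00637). For Ccna2 and Ccnb2, the cyclins A2 and B2, the mean log2 values in WT HO were 5.27 ± 0.30 and 5.85 ± 0.13 (± SD, 3 mice), against 8.11 ± 0.09 and 8.76 ± 0.16 in WT RA and 6.92 ± 0.14 and 7.26 ± 0.18 in SK HO. Both were lower in SK RA than in WT RA, at log2 fold changes of -1.09 and -1.59. E2f1, the transcription factor of S phase entry, was at -0.96 in WT HO (adjusted p = 0.000408).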

Cyclins bind to the dependent kinases, such as the cdk1 protein forming a maturation-promoting factor that facilitates microtubule formation and chromatin remodeling. p21 is a potent cyclin-dependent kinase (Cdk) inhibitor [23, 24]. 

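Between the room air groups, several genes of DNA replication were lower and several B cell genes higher in SK mice. Rrm1 and Rrm2, the subunits of ribonucleotide reductase, were lower in SK RA than in WT RA, with log2 fold changes of -1.34 and -1.46 (standard errors 0.18 and 0.17, 3 mice per group), and Uhrf1, which maintains DNA methylation, was at -1.21. Of 29 genes of S phase, none was higher and 16 were lower (none and 24 adjusted over the list alone; median -0.85; camera adjusted p = 9.95e-33, and adjusted p = 0.0292 with an estimated correlation). Of 13 B cell genes, 5 were higher and none was lower (11 and none adjusted over the list alone), led by Cd79a (1.38) and Ms4a1 (1.77) (camera adjusted p = 1.09e-15, and adjusted p = 0.0256 with an estimated correlation). Of 15 erythroid genes, none was higher and 2 were lower (none and 11 adjusted over the list alone), with Slc25a37, the mitochondrial iron importer, at -1.62 (camera adjusted p = 6.76e-11, and adjusted p = 0.0355 with an estimated correlation). In all, 474 transcripts passed the test of limma between the room air groups, 230 higher and 244 lower in SK RA, and 5315 had an unadjusted p under 0.05. The number of calls was 251, 194 and 261 without WT RA 1, 2 or 3 and 227 and 252 without SK RA 2 or 3. The balance was 219 higher and 304 lower after a further quantile normalization, and 643 and 435 with limma's array weights.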

No difference was noted between the two normoxia groups. In the WT HO, the gene for Wee which inhibits entry of cell into mitosis by inhibiting Cdk1 is upregulated along with *Gadd 45* gene, the family of proteins known to promote inflammation. 

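Wee1, the kinase that holds Cdk1 inactive, had mean log2 values of 7.62 ± 0.14 in WT RA, 7.34 ± 0.10 in SK RA, 8.64 ± 0.12 in WT HO and 7.20 ± 0.31 in SK HO (± SD, 3 mice each). It rose by 1.02 in WT HO (adjusted p = 0.00139), was at -0.14 in SK HO against SK RA (adjusted p = 0.796) and was higher in WT HO than in SK HO by 1.44, with an interaction of -1.16 (adjusted p = 0.0137). Gadd45g, a stress sensor of the Gadd45 family, rose 8.38-fold in WT HO (adjusted p = 2.17e-05) and was 3.22-fold higher in WT HO than in SK HO. Gadd45b, of the same family, rose 3.27-fold in WT HO and was at a log2 fold change of 0.12 in SK HO (adjusted p = 0.911).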

We noted that multiple genes of *Wnt* signaling pathways including *Frizzled* gene showed a tendency to be downregulated by hyperoxia in the WT compared to the *Sphk1* ^*−/−*^. In contrast, genes related to promotion of inflammation such as *Gadd45 alpha, Cox2, Serpina3, NFkappaB,* and *Pdgf receptor* were upregulated in WT HO group compared to *Sphk1* ^*−/−*^ HO and the rest.

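Wnt3a and Fzd2 were lower in WT HO than in SK HO by log2 fold changes of -1.81 and -1.83 (standard errors 0.18 and 0.25, adjusted p = 0.000218 and 0.00161, 3 mice per group). Wnt5a, a ligand of noncanonical Wnt signaling, was lower too, at -1.51, and so was Dvl3, which relays the signal from Frizzled, at -0.68. Of 42 genes of the Wnt pathway, 2 were higher and 12 were lower (3 and 16 adjusted over the list alone) in WT HO than in SK HO (median -0.21; camera adjusted p = 8.54e-05, and adjusted p = 0.307 with an estimated correlation). For the interaction, 6 were positive and 2 were negative (14 and 2 adjusted over the list alone; median 0.28), with Wnt3a at 2.56, Wnt2 at 2.73 and Dvl1 at -0.97. The canonical Wnt pathway list had a median of 0.14 without SK RA 1 in the interaction.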

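Pdgfra, the PDGF receptor of alveolar fibroblast precursors, rose by 1.51 on the log2 scale in WT HO against WT RA and fell in SK HO against SK RA, with a log2 fold change of -1.95 (standard errors 0.32 and 0.32, 3 mice per group). Its interaction was -3.46 (adjusted p = 0.00106), and it was higher in WT HO than in SK HO by 2.46. Pdgfrb, the PDGF receptor of pericytes, fell in WT HO (-0.91, adjusted p = 0.00283) and was at -0.55 in WT HO against SK HO (adjusted p = 0.0744). Irs1, which relays insulin and IGF signals, fell in WT HO (-2.38). Ptgs2 (Cox2) was 2.99-fold higher in WT HO than in SK HO (adjusted p = 0.0107). Of the 17 measured genes of the cluster that holds the PDGF receptors, 4 were higher and 8 were lower (7 and 9 adjusted over the list alone) in WT HO than in SK HO (camera adjusted p = 0.143), in a list the paper chose on these samples, so that the count is not independent evidence. Pdgfrb passed in WT HO against SK HO without SK HO 2 (adjusted p = 0.0108).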

### Sphingosine 1 phosphate signaling pathway

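Sphk1, whose enzyme phosphorylates sphingosine to S1P, rose 3.7-fold in WT HO against WT RA (log2 fold change 1.89, standard error 0.23, adjusted p = 0.000259, 3 mice per group). In SK HO against SK RA, its log2 fold change was 0.11 (adjusted p = 0.897). It was higher in WT HO than in SK HO by 1.26 (standard error 0.23), and its interaction was -1.77 (adjusted p = 0.00976). The mean log2 value was 5.22 ± 0.28 in WT RA, 5.73 ± 0.13 in SK RA, 7.11 ± 0.36 in WT HO and 5.85 ± 0.38 in SK HO (± SD). Whether the probes for Sphk1 lie inside the part deleted in SK mice is not known here, so these values do not check the genotype.

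**Figure D6:**
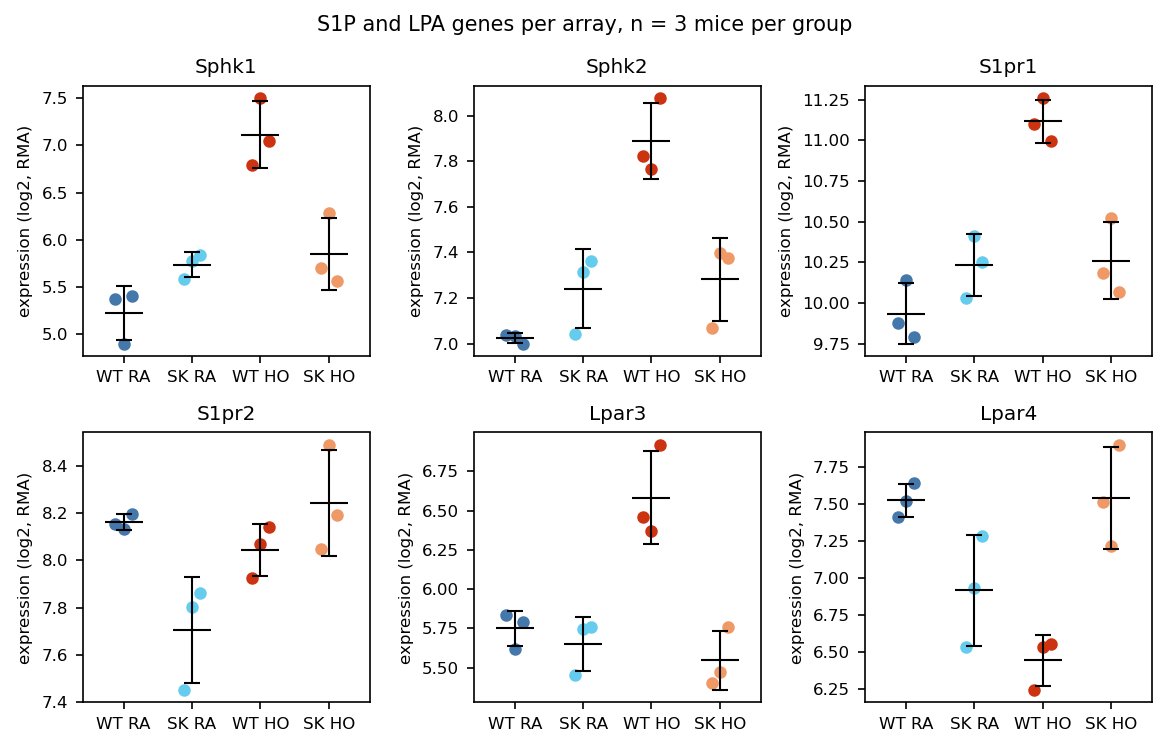
Log2 values of Sphk1, Sphk2, S1pr1, S1pr2, Lpar3 and Lpar4 in the 4 groups, with 1 point per mouse and a bar for the mean ± SD. Sphk1, at a mean of 7.11, is highest in WT HO.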

As shown in Fig. 9, there was significant increase in expression of *Sphk1* in the lungs of WT mice exposed to hyperoxia (3.9 fold). In contrast, S1P lyase gene (*Sgpl1*) expression was minimally changed under hyperoxia in the WT. 

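Sgpl1, the lyase that degrades S1P, had mean log2 values of 8.37 ± 0.13 in WT RA, 8.16 ± 0.34 in SK RA, 8.36 ± 0.03 in WT HO and 8.44 ± 0.18 in SK HO (± SD, 3 mice each). None of its comparisons passed the test of limma, with log2 fold changes of 0.00 in WT HO against WT RA (standard error 0.17, adjusted p = 0.993) and 0.27 in SK HO against SK RA (standard error 0.17, adjusted p = 0.551).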

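Spns2, which exports S1P from endothelial cells, had mean log2 values of 8.89 ± 0.09 in WT RA, 8.93 ± 0.31 in SK RA, 8.79 ± 0.04 in WT HO and 8.76 ± 0.22 in SK HO (± SD, 3 mice each). Its log2 fold changes were -0.10 in WT HO against WT RA, -0.17 in SK HO against SK RA, 0.04 in SK RA against WT RA and 0.03 in WT HO against SK HO, with standard errors of 0.17 and adjusted p = 0.782, 0.751, 0.95 and 0.954.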

No significant difference was noted in the gene expression of the S1P transporter *Spns2* between various groups. 

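S1pr1, a receptor through which S1P tightens the endothelial barrier, had mean log2 values of 9.94 ± 0.18 in WT RA, 10.23 ± 0.19 in SK RA, 11.12 ± 0.13 in WT HO and 10.26 ± 0.24 in SK HO (± SD, 3 mice each). It rose 2.27-fold in WT HO against WT RA (adjusted p = 0.000575) and was 1.81-fold higher in WT HO than in SK HO (adjusted p = 0.0102). With hyperoxia in SK mice, its log2 fold change was 0.03 (adjusted p = 0.97), and its interaction was -1.16 (adjusted p = 0.0149). S1pr1 did not pass in WT HO against SK HO without WT HO 2 (adjusted p = 0.0501) or SK HO 3 (adjusted p = 0.0502).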

S1P receptor 1 gene (*S1pr1*) was noted to be upregulated in WT HO (2.26 fold) compared to *Sphk1* ^*−/−*^ HO. Interestingly, *S1pr2* expression was relatively lower in *Sphk1* ^−/−^ RA mice that only increased by 1.3 fold upon exposure to hyperoxia. 

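S1pr2 had mean log2 values of 8.16 ± 0.03 in WT RA, 7.71 ± 0.22 in SK RA, 8.04 ± 0.11 in WT HO and 8.24 ± 0.23 in SK HO (± SD, 3 mice each). In SK RA against WT RA its log2 fold change was -0.46 (standard error 0.15, adjusted p = 0.216), and in SK HO against SK RA 0.54 (adjusted p = 0.102), neither past the test. With hyperoxia in WT mice, S1pr2 was at -0.12 (adjusted p = 0.699).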

*S1pr3* gene expression showed a tendency to go down in WT HO compared to WT RA. 

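S1pr3 had a log2 fold change of -0.10 in WT HO against WT RA (standard error 0.14, adjusted p = 0.729), which did not pass the test. Its mean log2 values were 9.07 ± 0.08 in WT RA, 8.93 ± 0.27 in SK RA, 8.97 ± 0.04 in WT HO and 9.23 ± 0.05 in SK HO (± SD, 3 mice each), and in SK HO against SK RA S1pr3 was at 0.30 (adjusted p = 0.379).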

Among the bioactive lipids lysophosphatidic acid (LPA) is an important molecule and is part of the lysophospholipid (LP) family. Lysophosphatidylcholine is converted into LPA by the secreted enzyme, autotaxin. We noted a reduction in autotaxin by 1.9 fold in the WT HO and larger 3.2 fold reduction of this gene expression in *Sphk1* ^*−/−*^ HO. LPA receptors (Lpar) were also differentially expressed in our study. 

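Lpar3, an LPA receptor, had mean log2 values of 5.75 ± 0.11 in WT RA, 5.65 ± 0.17 in SK RA, 6.58 ± 0.30 in WT HO and 5.54 ± 0.19 in SK HO (± SD, 3 mice each). In WT HO it was higher than in WT RA by 0.83 and than in SK HO by 1.04 (adjusted p = 0.0066 and 0.00469). Lpar4 fell in WT HO against WT RA, with a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.00521), and was lower than in SK HO (-1.10). Its interaction was 1.71 (adjusted p = 0.00756). Lpar2 was at 0.52 in WT HO against WT RA and 0.01 in WT HO against SK HO, neither past the test (adjusted p = 0.142 and 0.985). Lpar4 did not pass in WT HO against SK HO without WT HO 1 (adjusted p = 0.0517). Lpar2 passed in WT HO against WT RA without SK HO 2 (adjusted p = 0.0222).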

*Lpar2* and *3* were significantly upregulated in WT HO compared to the rest whereas *Lpar4* was downregulated.

Following identification of the PWs, we validated differential expression of specific genes by their biological impact as revealed in our neonatal BPD mouse model, and also by real time RT-PCR.

### Biological impact of *Sphk1* deletion in the animal model correlates with the differential expression of genes

Our animal data correlated strongly with the genes previously identified as differentially expressed in early BPD, and strongly supported the current findings (Table.1). For instance, increased expression of SphK1 mRNA (Fig. 9, Table.1) corresponded to our previous observation that SphK1 protein expression is elevated in neonatal mice exposed to hyperoxia [13, 25]. We have also shown that *Sphk1* ^−/−^ mice exhibited decreased lung S1P levels compared to WT both under normoxia and hyperoxia [25]. IL-6 cytokine level was found to be significantly decreased in the bronchoalveolar lavage (BAL) fluid of *Sphk1* ^*−/−*^ mice compared to the WT exposed simultaneously to hyperoxia [13]. 

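Il6st, the gp130 receptor chain shared by the IL-6 family, was higher in WT HO than in SK HO by 0.58 on the log2 scale (standard error 0.14, adjusted p = 0.0331, 3 mice per group), and Lif, a cytokine of the family, by 0.88 (adjusted p = 0.0302). For Il6 and its receptor Il6ra the values were 1.14 and 0.46, not past the test (adjusted p = 0.123 and 0.258), and for the oncostatin M receptor Osmr 0.63 (adjusted p = 0.108). The paper names Il6, Il6ra and Il6st as higher in WT HO on these arrays, so for them the list is not independent evidence. Of 11 genes of the family and its receptors, 2 were higher and none was lower (6 and 1 adjusted over the list alone) in WT HO than in SK HO (median 0.47; camera adjusted p = 0.0328, and adjusted p = 0.307 with an estimated correlation). From WT RA to WT HO, 6 rose and 1 fell (the same adjusted over the list alone), with Osmr at 2.00, Lif at 2.00 and Lifr at -0.72 (camera adjusted p = 0.00481, and adjusted p = 0.17 with an estimated correlation). For SK HO compared with SK RA, 2 rose and 1 fell (3 and 2 adjusted over the list alone), Lif and Osmr being at 1.13 and 1.00 and Cntfr at -0.98 (camera adjusted p = 0.379). Il6st did not pass in WT HO against SK HO without any 1 array other than WT RA 3, SK RA 1, SK RA 3 and SK HO 2 (adjusted p = 0.0514 to 0.126), nor did Lif in WT HO against SK HO without WT HO 1, WT HO 2, WT HO 3, SK HO 1 or SK HO 3 (adjusted p = 0.0603 to 0.0973), or Lif in SK HO against SK RA without SK RA 2 (adjusted p = 0.0616), SK RA 3 (adjusted p = 0.0627) or SK HO 3 (adjusted p = 0.0534), or Osmr in SK HO against SK RA without SK RA 1, SK RA 2, SK RA 3 or SK HO 2 (adjusted p = 0.0554 to 0.0844). Il6 passed in WT HO against SK HO without SK HO 2 (adjusted p = 0.0154). Osmr passed in WT HO against SK HO without SK HO 2 (adjusted p = 0.0114). The IL-6 family and receptors list was not called in WT HO against SK HO without WT HO 1 (adjusted p = 0.059), SK HO 1 (adjusted p = 0.0946) or SK HO 3 (adjusted p = 0.0688).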

Here, we show that genes of the IL-6 family including its receptors were downregulated in the *Sphk1* ^*−/−*^ HO compared to the WT HO. Increased infiltration of neutrophils in the BAL fluid and lung tissue in the WT HO group was noted compared to *Sphk1* ^*−/−*^ HO and the RA controls. This correlated well with the increased expression of genes related to neutrophil activation such as L, E, P-Selectin and P-Selectin glycoprotein ligand-1 in the WT HO group compared to *Sphk1* ^*−/−*^ HO and the RA controls. 

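Selp (P-selectin), Sele (E-selectin) and Selplg, the ligand of P-selectin, rose in WT HO against WT RA by 2.56, 1.19 and 1.05 on the log2 scale (adjusted p = 0.00113, 0.0048 and 0.0223, 3 mice per group; camera adjusted p = 0.00481, and adjusted p = 0.153 with an estimated correlation for the 3 genes together). For WT HO relative to SK HO, Selp was higher (1.64), and Sele and Selplg were at 0.86 and 0.47, not past the test when adjusted over all transcripts (adjusted p = 0.0545 and 0.415). Adjusted over the list alone, 2 of the 3 passed. The paper names these genes as raised in WT HO on the same arrays, so the list is not independent evidence. From SK RA to SK HO, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and 1 up and none down at an unadjusted p under 0.05). The interaction passed for none when adjusted over all transcripts, by limma or with the ordinary residual variance, for all 3 when adjusted over the list alone, and for all 3 at an unadjusted p under 0.05, with Selp at -1.57, Sele at -1.03 and Selplg at -0.85 (camera adjusted p = 0.0226, and adjusted p = 0.254 with an estimated correlation). Selplg did not pass in WT HO against WT RA without WT RA 1 (adjusted p = 0.0928), WT RA 2 (adjusted p = 0.0511) or WT HO 3 (adjusted p = 0.0882), nor did Selp in WT HO against SK HO without WT RA 1, WT RA 2, WT HO 1, WT HO 2, WT HO 3, SK HO 1 or SK HO 3 (adjusted p = 0.0506 to 0.125). Sele passed in WT HO against SK HO without SK RA 1 (adjusted p = 0.0204) or SK HO 2 (adjusted p = 0.0249). Selp passed in the interaction without SK HO 2 (adjusted p = 0.000388).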

Another interesting finding was increased expression of genes coding for proteins involved in DNA damage and apoptosis such as Gadd and Diablo in the WT HO group compared to *Sphk1* ^*−/−*^ HO and the RA controls. This finding correlated well with increased apoptosis observed in the lung tissue of the WT HO group compared to *Sphk1* ^*−/−*^ HO and the RA controls.

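Diablo, the mitochondrial protein that releases caspases from their inhibitors, rose by 0.68 on the log2 scale in WT HO against WT RA (standard error 0.19, adjusted p = 0.0363, 3 mice per group). For WT HO compared with SK HO, it was at 0.51 (adjusted p = 0.183), and its interaction was -0.75 (adjusted p = 0.176). Gadd45g was higher in WT HO than in SK HO by 1.69 (adjusted p = 0.00314), with an interaction of -2.14 (adjusted p = 0.00673). Ddit3 (Gadd153), the death-promoting factor of the unfolded protein response, rose by 1.77 in WT HO and by 0.85 in SK HO (adjusted p = 3.05e-05 and 0.0176). Diablo did not pass in WT HO against WT RA without WT RA 1, WT RA 2, WT RA 3, SK RA 2, WT HO 1, WT HO 2 or WT HO 3 (adjusted p = 0.0511 to 0.107), nor did Ddit3 in SK HO against SK RA without SK RA 2 (adjusted p = 0.0571), SK HO 2 (adjusted p = 0.07) or SK HO 3 (adjusted p = 0.0628).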

**Table 1:** Validation of differential gene expression noted in the microarray by comparing with the biological impact noted in the same animal model

Differential expression of genes in animal model	Biological impact noted in our animal model (Ref 13)
Increased expression of gene *Sphk1* in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.	Increased expression of mRNA and protein of SphK1 in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls. Severe lung injury leading to BPD lung morphology in WT HO. Lung injury protection in *Sphk1* ^−/−^ HO.
Increased expression of genesrelated to IL-6 such as Il6, Il6 receptor alpha and Il6 signal transducer in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.	Increased levels of Il-6 measured in the BAL fluid of WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.
Increased expression of genes related to neutrophil activation such as L, E, P-Selectin and P-Selectin glycoprotein ligand-1 in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.	Increased infiltration of neutrophils in the BAL fluid and lung tissue in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.
Increased expression of genes coding for proteins aggravating DNA damage and apoptosis such as Gadd and Diablo in the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.	Increased apoptosis in the lung tissue of the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls.
Increased expression of genes regulating inflammation in the WT HO compared to *Sphk1* ^−/−^ HO and the RA controls.	Increased cell infiltration and concentration of protein in the BAL fluid of the WT HO group compared to *Sphk1* ^−/−^ HO and the RA controls

### Realtime RT- PCR validation of microarray results

Table. 2 and Fig. 10 a & b show realtime RT-PCR performed on select 24 genes based on the observations made from microarray gene expression analysis. 

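Of the genes of Table 2, 21 were named on the arrays. Gadd45g was at 8.38 times its level in WT RA in WT HO, 1.37 in SK RA and 2.6 in SK HO (3 mice per group). Saa3, an acute phase protein, was at 5.2, 0.515 and 16.2 in the same order. Cdh2 (N-cadherin) was at 0.182, 0.868 and 0.54, and Wnt5a at 0.236, 1.05 and 0.674. Bmp7, a bone morphogenetic protein, was at 0.907, 0.864 and 2.02, and Cdkn1b (p27) at 0.662, 1.14 and 0.835. Lox, which crosslinks collagen and elastin, was at 1.31 in WT HO and did not pass the test (adjusted p = 0.295). Of Gadd45g, Cdh2, Wnt5a, Saa3, Cdkn1b and Bmp7, all but Bmp7 (adjusted p = 0.83) passed the test of limma in WT HO against WT RA, and Cdkn1b with an adjusted p of 0.0242. Cdkn1b did not pass in WT HO against WT RA without WT RA 1, WT RA 2, WT RA 3, WT HO 1 or WT HO 3 (adjusted p = 0.052 to 0.0902).

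**Figure D7:**
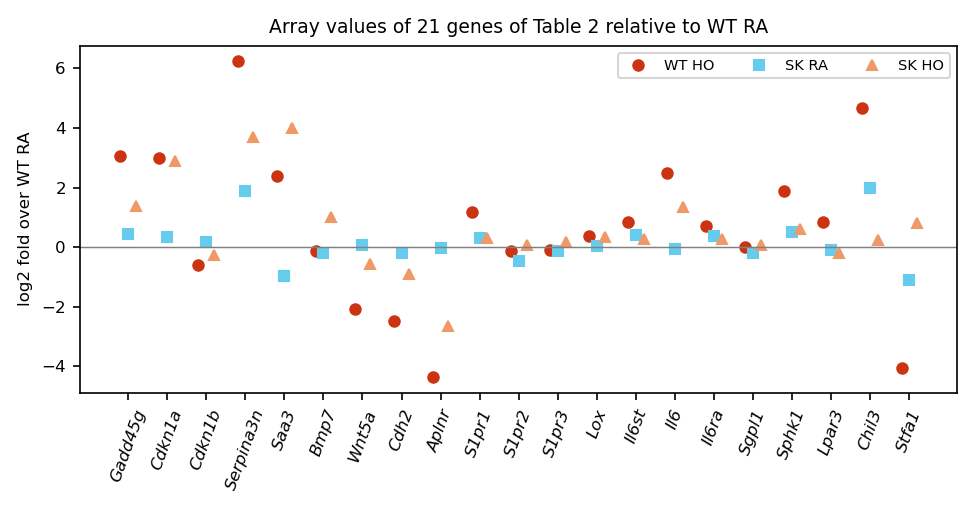
Log2 fold of the group mean over WT RA for the 21 genes of Table 2, with 1 point per gene for each of WT HO, SK RA and SK HO. Gadd45g is 8.38-fold over WT RA in WT HO.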

Of the 24 genes selected, RT-PCR confirmed differential expression of 21 genes, suggesting an 83% validation. The rationale behind choice of genes for validation is as follows. 

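Serpina3n rose 75.4-fold in WT HO against WT RA (standard error 0.58 on the log2 scale, adjusted p = 3.87e-05, 3 mice per group), the largest rise of any transcript with 1 symbol that passed the test. Its mean log2 values were 5.81 ± 0.47 in WT RA, 7.70 ± 0.38 in SK RA, 12.04 ± 0.06 in WT HO and 9.50 ± 1.54 in SK HO (± SD). In SK HO against SK RA, it was at 1.79 (standard error 0.58, adjusted p = 0.157), and its interaction was -4.44 (adjusted p = 0.00971). Between SK RA and WT RA, the difference of 1.90 did not pass (adjusted p = 0.177). Serpina3n passed in SK HO against SK RA without SK HO 3 (adjusted p = 0.0317). Serpina3n passed in SK RA against WT RA without SK HO 2 (adjusted p = 0.0181).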

*Serpina3n*; the most highly upregulated gene in the WT HO group compared to WT RA was an obvious choice for RT-PCR. 

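Chil3 (also called Chi3l3 or Ym1), a chitinase-like protein of alveolar macrophages, was 21.2-fold higher in WT HO than in SK HO (standard error 0.74 on the log2 scale, adjusted p = 0.00522). Its log2 values were 11.17, 11.01, 11.33 in the WT HO mice and 5.83, 9.15, 5.29 in the SK HO mice, and its means 6.51 ± 0.12 in WT RA and 8.51 ± 0.40 in SK RA (± SD, 3 mice each). Of 14 genes of alveolar macrophages, 6 were higher and none was lower (8 and none adjusted over the list alone) in WT HO than in SK HO (median 0.68; camera adjusted p = 5.66e-05, and adjusted p = 0.265 with an estimated correlation), Krt79 and Cidec being at 1.97 and 2.29. With hyperoxia in WT mice, 11 rose and none fell (the same adjusted over the list alone), with Cd68 at 2.20 and Atp6v0d2 at 1.88 (camera adjusted p = 6.81e-08, and adjusted p = 0.106 with an estimated correlation). With hyperoxia in SK mice, 1 rose and 2 fell (4 and 4 adjusted over the list alone), Marco being at 1.39, Siglecf at -0.91 and Cidec at -1.56 (camera adjusted p = 0.777). The score of this list was 0.34 in SK HO 2, against -0.41 and -0.39 in the other SK HO mice, and without SK HO 2 the median change in SK mice was -0.26 against -0.18 with it. Siglecf did not pass in SK HO against SK RA without SK RA 2, SK RA 3, SK HO 2 or SK HO 3 (adjusted p = 0.0777 to 0.103), nor did Cidec in SK HO against SK RA without any 1 array other than WT HO 1, WT HO 2 and WT HO 3 (adjusted p = 0.0537 to 0.131).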

The most highly upregulated gene in the WT HO group compared to *Sphk1* ^*−/−*^ HO was *Chi3l3*. The most highly downregulated genes common to both HO groups was *Stfa1* [26]. 

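Stfa1 fell in WT HO against WT RA and rose in SK HO against SK RA. Its mean log2 values were 8.88 ± 0.30 in WT RA, 7.77 ± 0.31 in SK RA, 4.81 ± 0.54 in WT HO and 9.68 ± 0.48 in SK HO (± SD, 3 mice each), log2 fold changes of -4.06 in WT and 1.91 in SK mice (adjusted p = 9.58e-06 and 0.0087). Stfa2l1, of the same stefin family, fell in WT HO by a log2 fold change of -3.31. Of 20 neutrophil genes, 1 rose and 5 fell (the same adjusted over the list alone) in WT HO, Lcn2 being the one that rose (1.21; camera adjusted p = 0.522), and 5 rose and none fell (12 and none adjusted over the list alone) in SK HO (camera adjusted p = 4.3e-12, and adjusted p = 0.157 with an estimated correlation). The neutrophil score was 1.37 in SK HO 2, against 0.47 and 0.40 in the other SK HO mice. The neutrophils list had a median of 0.74 without SK HO 2 in SK HO against SK RA.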

*Aplnr* was noted to be significantly downregulated in both HO groups. 

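Aplnr, the apelin receptor of endothelial cells, fell in both genotypes, with log2 fold changes of -4.35 in WT HO against WT RA and -2.63 in SK HO against SK RA (standard errors 0.28 and 0.28, adjusted p = 3.26e-06 and 0.00084, 3 mice per group). It was lower in WT HO than in SK HO (-1.71), with an interaction of 1.72 (adjusted p = 0.0276). Of 21 genes of angiogenesis, 3 rose and 10 fell (3 and 11 adjusted over the list alone) in WT HO (camera adjusted p = 0.000595, and adjusted p = 0.307 with an estimated correlation), Angpt2 being among those that rose (2.51) and Efnb2 among those that fell (-1.44), and 2 rose and 7 fell (4 and 9 adjusted over the list alone) in SK HO (camera adjusted p = 0.0258, and adjusted p = 0.594 with an estimated correlation), where Angpt1 and Cxcr4 were at -1.36 and -1.38. Of 19 endothelial genes, 2 rose and 6 fell (2 and 7 adjusted over the list alone) in WT HO, with Sox17 at -1.51 and Ednrb at -2.45 (camera adjusted p = 0.021, and adjusted p = 0.48 with an estimated correlation), and 1 rose and 7 fell (1 and 10 adjusted over the list alone) in SK HO, with Gpihbp1, which anchors lipoprotein lipase in capillaries, at -1.86 (camera adjusted p = 1.18e-06, and adjusted p = 0.276 with an estimated correlation). Aplnr did not pass in the interaction without any 1 array other than SK RA 1, SK RA 3, WT HO 3 and SK HO 2 (adjusted p = 0.0519 to 0.0713). The angiogenesis list was not called in SK HO against SK RA without SK RA 3 (adjusted p = 0.0751) or SK HO 2 (adjusted p = 0.136). The angiogenesis list had a median of -0.17 without SK RA 1, -0.13 without SK HO 1 and -0.19 without SK HO 3 in SK HO against SK RA. The endothelial cells list had a median of -0.22 without WT HO 2 in WT HO against WT RA.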

*Saa3* was the most highly upregulated gene in *Sphk1* ^−/−^ HO compared to *Sphk1* ^−/−^ RA. These genes were hence chosen as candidates for validation. In addition, *IL-6, IL6st, IL6ra, Gadd45a, Gadd45g, Cdkn1a, Bax, Serpine1, Cdkn1b, Bmp7, Wnt5a, Lox, Cdh2, Sphk1, Sgpl1, S1pr1, S1pr2, S1pr3, and Lpar3,* were chosen from various differentially regulated nodal pathways as they were related to inflammation, cell proliferation and apoptosis, lung development and S1P signaling. 

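Saa3 had log2 values of 4.36, 4.29, 4.61 in the SK RA mice and 8.50, 10.57, 9.10 in the SK HO mice, a rise of 31.4-fold (adjusted p = 0.000403), the largest of any transcript with 1 symbol that passed the test in SK mice. It rose 5.2-fold in WT HO (adjusted p = 0.00447), and its interaction was 2.59 (adjusted p = 0.0435). Ano3, Stfa3 and Ccl2 were among the other genes that rose most in SK HO, by 2.92, 2.83 and 2.63 on the log2 scale. Saa3 did not pass in the interaction without any 1 array other than WT HO 2, SK HO 1 and SK HO 2 (adjusted p = 0.0614 to 0.109), nor did Ccl2 in SK HO against SK RA without WT RA 2, SK RA 1, SK RA 2, SK RA 3, WT HO 3 or SK HO 3 (adjusted p = 0.0506 to 0.0893).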

More importantly, these genes were also related to biologically relevant findings in our animal model. S1P receptor 2 did not show significant change in the microarray data at gene level, but mRNA showed significant increase in WT HO which was less pronounced in *Sphk1* ^*−/−*^ HO. *Sgpl1* did not show any change in the microarray but WT HO showed significant decrease in the RT-PCR validation. S1P receptor 3 gene in microarray showed a tendency to go down in WT HO which was exaggerated further in the RT-PCR. 

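Cybb, which encodes Nox2, had log2 fold changes of 0.03 in WT HO against WT RA and -0.11 in SK HO against SK RA (standard error 0.24, adjusted p = 0.957 and 0.903, 3 mice per group), and Nox4 of -0.06 and 0.05 (standard error 0.20, adjusted p = 0.908 and 0.952). The mean log2 values were 8.29 ± 0.26 for Cybb and 7.61 ± 0.18 for Nox4 in WT RA and 8.32 ± 0.24 and 7.56 ± 0.07 in WT HO (± SD). Of 10 genes of the NADPH oxidases, 1 rose and 1 fell (the same adjusted over the list alone) in WT HO against WT RA: Ncf1, a cytosolic subunit, rose (0.61) and Nox1 fell (-0.82; camera adjusted p = 0.966). For SK HO compared with SK RA, none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and none up and none down at an unadjusted p under 0.05). The interaction of Nox1 was 1.16. Ncf1 did not pass in WT HO against WT RA without any 1 array other than SK RA 1, SK RA 3, SK HO 1 and SK HO 2 (adjusted p = 0.0503 to 0.123), nor did Nox1 in the interaction without any 1 array other than WT RA 2, SK RA 1, SK RA 2 and SK HO 2 (adjusted p = 0.0507 to 0.0696).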

Though we noted an increased expression of Nox 2 and 4 at both mRNA and protein levels, we did not see a similar increase in the microarray. A brief list of most differentially expressed genes by direct comparison between the four groups of WT RA, WT HO, *Sphk1* ^−/−^ RA and *Sphk1* ^−/−^ HO is given in Additional file 3: Table S3, Additional file 4: Table S4, Additional file 5: Table S5, and Additional file 6: Table S6.

**Table 2:** Microarray data validation by RT-PCR. This table shows a comparison between the differential expression detected by microarray with the corresponding transcript values using RT-PCR. Using RT-PCR, we validated 20/24 genes suggesting 83% concordance between the two methods

		WT RA Fold change	WT HO Fold change	*Sphk1* ^*−/−*^ RA Fold change	*Sphk1* ^*−/−*^ HO Fold change
*Gadd45a*	Microarray Fold Change	1	**3.63168**	0.921811	1.002221
	RTPCR	1	**2.579674**	0.908044	0.967095
*Gadd45g*	Microarray Fold Change	1	**8.38319**	1.43496	2.705904
	RTPCR	1	**6.245498**	1.100627	2.153558
*Cdkn1a*	Microarray Fold Change	1	**7.99461**	1.2607	**7.897151**
	RTPCR	1	**13.72415**	1.537082	**12.61852**
*Bax*	Microarray Fold Change	1	**3.87613**	1.16573	2.869782
	RTPCR	1	**3.43179**	1.032757	2.079701
*Serpine1*	Microarray Fold Change	1	**15.4903**	1.32755	5.559448
	RTPCR	1	**8.024327**	0.94901	3.421921
*Cdkn1b*	Microarray Fold Change	1	0.708453	**1.16238**	0.75834
	RTPCR	1	0.740789	**1.324503**	**1.318684**
*Serpina3n*	Microarray Fold Change	1	**75.388**	**3.72853**	**14.3611**
	RTPCR	1	**18.49097**	**1.648514**	**4.635865**
*Saa3*	Microarray Fold Change	1	5.19527	0.517552	**15.89733**
	RTPCR	1	4.095082	0.74759	**11.46964**
*Bmp7*	Microarray Fold Change	1	0.907484	0.817163	**1.759001**
	RTPCR	1	0.821678	0.857167	**3.075663**
*Wnt5a*	Microarray Fold Change	1	0.2359	**1.07608**	**0.638945**
	RTPCR	1	0.152372	**0.926221**	**0.623315**
*Cdh2*	Microarray Fold Change	1	0.642012	**0.879343**	**0.764438**
	RTPCR	1	0.199199	**0.924477**	**0.879041**
*Aplnr*	Microarray Fold Change	1	0.049004	**1.06134**	**0.147246**
	RTPCR	1	0.092198	**1.04678**	**0.375555**
*S1pr1*	Microarray Fold Change	1	**2.26942**	1.17521	1.116978
	RTPCR	1	**4.894727**	0.889052	0.87604
*S1pr2*	Microarray Fold Change	1	**0.921563**	0.750461	**0.997753**
	RTPCR	1	**3.656166**	0.81154	**1.212284**
*S1pr3*	Microarray Fold Change	1	**0.933923**	**0.936387**	**1.03291**
	RTPCR	**1**	0.415816	**0.944109**	**0.978297**
*Lox*	Microarray Fold Change	1	**1.30887**	1.04026	1.181007
	RTPCR	1	**2.450447**	0.932973	1.175259
*Il6st*	Microarray Fold Change	1	**1.79941**	1.29187	1.072552
	RTPCR	1	**2.79062**	0.905679	0.820019
*Il6*	Microarray Fold Change	1	**5.55994**	1.29187	3.028182
	RTPCR	1	**6.072546**	0.791731	1.45494
*Il6ra*	Microarray Fold Change	1	**1.64621**	**1.40755**	1.136742
	RTPCR	1	**2.101202**	**1.082853**	0.876843
*Sgpl1*	Microarray Fold Change	1	**0.997442**	**0.890375**	**0.938402**
	RTPCR	1	0.424413	**0.963454**	**0.875726**
*Sphk1*	Microarray Fold Change	1	**3.70231**	1.51325	1.556574
	RTPCR	1	**4.364135**	1.047004	1.149245
*Lpar3*	Microarray Fold Change	1	**1.78**	0.95	0.83
	RTPCR	1	**2.153558**	1.008994	0.773786
*Chi3l3*	Microarray Fold Change	1	**26.0615**	4.07383	1.2288
	RTPCR	1	**22.807**	3.806	1.5576
*Stfa1*	Microarray Fold Change	1	**0.0663964**	0.505696	**1.89924**
	RTPCR	1	**0.0537**	.62	**2.086**

Bold Differentially regulated gene expression

**Fig. 10:**
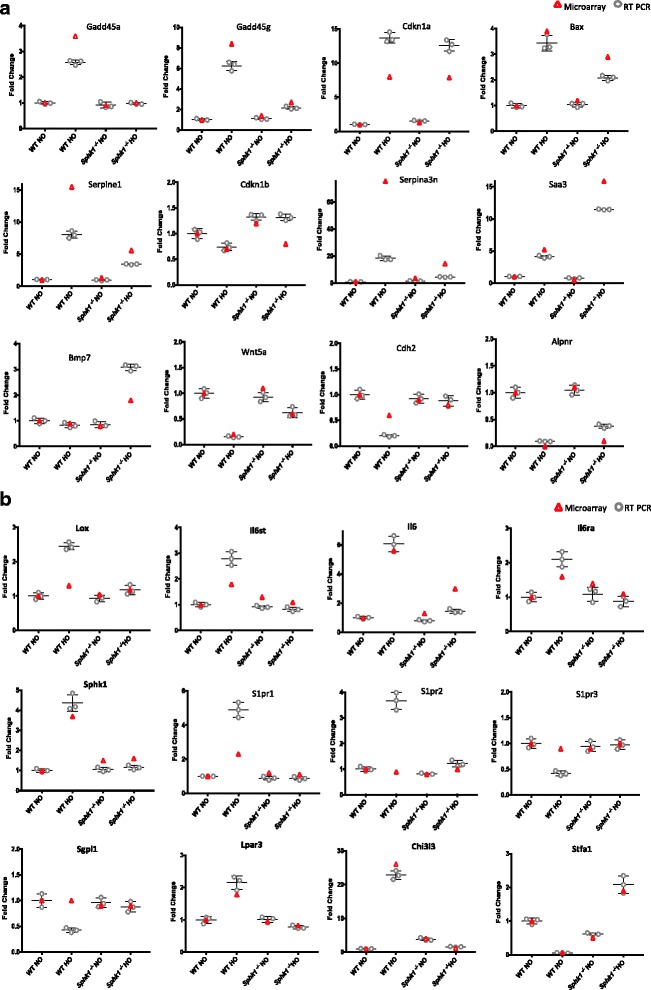
**a** & **b**. Validation of microarray by RT-PCR. The figures represent microarray results in red open triangles and RT-PCR in gray open circles. The four different groups were: WT neonatal mice exposed to normoxia (WT RA), hyperoxia (WT HO), *Sphk1* ^*−/−*^ mice exposed to normoxia (SK RA), or hyperoxia (SK HO). Each graph in the figure represents the corresponding gene studied. The gene names are shown at the top of each individual graph. The validation is evidenced by agreement in vectoral change between microarray and RT-PCR. The fold change may differ between the two methods

## Discussion

Neonatal mice exposed to hyperoxia reveal all the major pathological features of human BPD, and therefore serve as an excellent model to investigate the underlying pathologies and to identify potential therapeutic targets [27, 28]. S1P has been shown to play dual roles, both protective as well as pathological, depending upon the clinical, i.e., pathological situations [13, 29, 30]. It is currently known that in asthma, S1P induces degranulation of mast cells and promotes adverse remodeling response of airway smooth muscle cells [31, 32]. Inhibition of S1P receptors using Fingolimod serves as the only effective therapy against multiple sclerosis [33]. However, it has also has been shown that S1P promotes endothelial integrity in sepsis model of endothelial injury [30]. In this background, we showed in our previous study using *Sphk1* ^*−/−*^ neonatal mice that S1P/SphK1 promotes hyperoxic lung injury by promoting formation of ROS [13]. ROS production was mediated through S1P_1_ and S1P_2_ receptor signaling [25]. The opposing effects of SphK1 and SphK2 also have been described earlier [34]. The two enzymes are located in different compartments of the cell, and the production of localized S1P has distinct functions. SphK1 has been shown to be predominantly cytosolic whereas SphK2 is considered a nuclear protein [35]. Deletion of SphK1 results in about 50% reduction in serum levels of S1P whereas deletion of SphK2 results in only about 25% reduction of S1P [25, 36]. The reason for this is not known though the production of S1P can be compensated by one enzyme in the absence of the other. Under normoxia, there is no morphological difference or difference in life span between WT and *Sphk1* ^*−/−*^ mice. S1P is essential for normal lung development as it plays a significant role in angiogenesis essential for alveolar formation [37]. In addition, even complete knock out of SphK 1 enzyme resulted in only 50% reduction of S1P levels as SphK 2 compansates for the loss of SphK1. The difference is exaggerated only under pathological conditions such hyperoxia when an increase in SphK1 enzyme expression is prevented in *Sphk1* ^*−/−*^ mice. This could be the reason for similarity of gene expression between WT and *Sphk1* ^*−/−*^ at baseline normoxia. 

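Klf9 and Klf15, transcription factors that glucocorticoids induce, were higher in SK RA than in WT RA by 1.49 and 1.38 on the log2 scale (standard errors 0.23 and 0.22, adjusted p = 0.00971 and 0.0146, 3 mice per group). Of 15 such genes, 4 were higher and none was lower (10 and none adjusted over the list alone; median 0.75; camera adjusted p = 8.84e-10, and adjusted p = 0.146 with an estimated correlation). Of 16 clock genes, 1 was higher and none were lower (10 and none adjusted over the list alone) in SK RA, the one that passed over all transcripts being Nr1d1 (0.81; median 0.61; camera adjusted p = 4.63e-08, and adjusted p = 0.0063 with an estimated correlation). From WT RA to WT HO, the glucocorticoid genes rose as well: 13 rose and none fell (14 and none adjusted over the list alone), with Cebpd at 2.72 and Mt1 at 2.59 (camera adjusted p = 1.18e-09, and adjusted p = 0.104 with an estimated correlation), whereas in SK HO against SK RA, 2 rose and 3 fell (3 and 5 adjusted over the list alone; camera adjusted p = 0.648), and 1 rose and none fell with the ordinary residual variance. The score of these genes was 0.55 in SK HO 2, against -0.39 and -0.41 in the other SK HO mice and -0.05 to 0.15 in SK RA, and without SK HO 2 the median change was -0.45. Klf15 did not pass in SK RA against WT RA without WT RA 3 (adjusted p = 0.0524) or SK RA 2 (adjusted p = 0.0596), nor did Nr1d1 in SK RA against WT RA without WT RA 1, WT RA 2, SK RA 1, SK RA 2, SK RA 3 or WT HO 2 (adjusted p = 0.051 to 0.133). The glucocorticoid-responsive genes list was called in SK HO against SK RA without SK HO 2 (adjusted p = 0.0409).

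**Figure D8:**
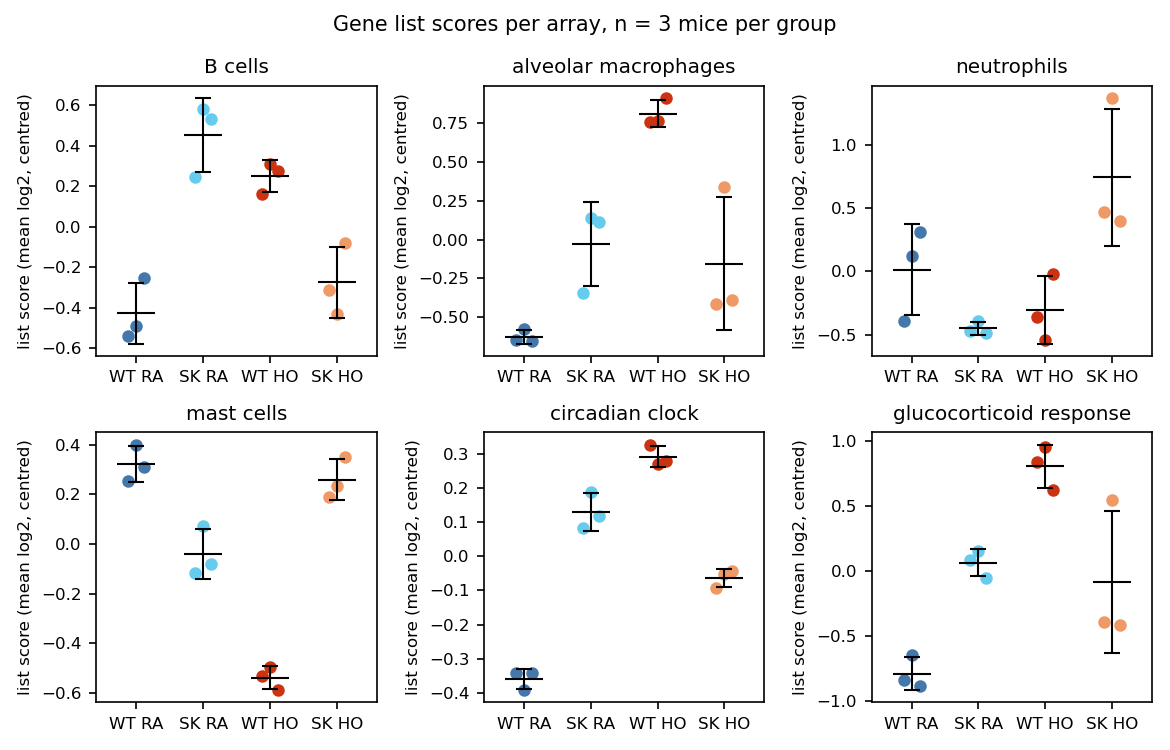
Scores of the B cell, alveolar macrophage, neutrophil, mast cell, circadian clock and glucocorticoid lists per array, as the mean log2 value of the genes of each list relative to their mean over the 12 arrays. Points are single mice and bars the mean ± SD of a group, and the glucocorticoid score is -0.79 in WT RA and 0.07 in SK RA.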

Under hyperoxia, an elevated expression of SphK 1 leads to increased production of S1P followed by reduced ROS production in the lungs. Deletion of SphK1 also attenuated inflammation and apoptosis under hyperoxia. In order to further understand the key players in hyperoxic lung injury in neonates, we applied microarray based differential gene expression analyses. In general, we observed a strong agreement between our previous in vivo findings in the neonatal mouse BPD model and specific differential gene expression profiles revealed in the present study and the data is summarized in Table 1.

Several novel findings that logically fit into the pathology of BPD emerged from the current study. Centromere proteins Cenp E, F and H were significantly downregulated in WT HO compared to the rest of the groups. Cenp E appears during prometaphase, Cenp F in the late anaphase and telophase whereas Cenp H in both interphase and metaphase [38, 39]. Downregulation of these proteins that play a crucial role in the assembly of kinetochores and spindle elongation will invariably dampen cell proliferation leading to the arrest of organ growth [40, 41]. 

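Aurkb, the Aurora kinase of the chromosomal passenger complex, had mean log2 values of 7.57 ± 0.07 in WT RA, 6.25 ± 0.16 in SK RA, 5.38 ± 0.15 in WT HO and 6.39 ± 0.23 in SK HO (± SD, 3 mice each). With hyperoxia in WT mice, Aurkb and Bub1 had log2 fold changes of -2.18 and -3.10 (standard errors 0.15 and 0.23), and in SK HO against SK RA of 0.14 and 0.38, not past the test (adjusted p = 0.768 and 0.521). The interaction was 2.32 for Aurkb and 3.48 for Bub1 (adjusted p = 0.000101 and 0.000111).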

Another example is the case with *Bub1* and *Aurora B* kinase genes which were downregulated in WT HO but not so in *Sphk1* ^*−/−*^ HO. Bub1 and Aurora B kinase work in tandem, promoting formation of stable bipolar kinetochore-microtubule attachments [42]. Both Bub1 and Aurora B kinase are recruited to kinetochores independent of each other but have an additive effect when depleted simultaneously. Bubr1 stabilizes kinetochore–microtubule attachment and helps chromosome alignment by associating with unattached/incorrectly attached kinetochores [42]. Bubr1 forms part of the mitotic checkpoint complex (MCC) that also contains Bub3*.* Bub 1 depletion leads to the accumulation of misaligned chromatids [42]. It is very likely that the above kinetochore related genes will influence cell division and proliferation, and thus indirectly may contribute to elevated apoptosis seen in hyperoxia induced neonatal lung damage, and needs further investigation.

Interestingly, increased *p21 (Cdkn1a)* gene expression was observed in both WT HO and *Sphk1* ^*−/−*^ HO groups compared to normoxia groups. This is consistent with previous studies in mammalian and human cells exposed to hyperoxia that show a block in the G1 to S phase progression mediated by an increase in Cdk inhibitor p21WAF1/CIP1 within the first 12 h [23, 24, 43]. Cell cycle arrest is essential for the repair of hyperoxia induced tissue damage, and to avoid the replication and propagation of cells that harbor potentially hazardous mutations [44, 45]. The role of Cdk inhibitor p21 in causing cell cycle arrest is controversial. On one hand, it has been shown to act as an inhibitor of apoptosis while on the other hand, it has also been shown to induce cell proliferation [46]. The differences in response to hyperoxia seen in WT HO and *Sphk1* ^*−/−*^ HO are hence unlikely to be mediated through p21.

Despite an increased expression of p21, there was preserved alveolarization in the *Sphk1* ^*−/−*^ HO group compared to WT HO. This is supported by the current observation that Wnt signaling pathways were better preserved in the *Sphk1* ^*−/−*^ HO group compared to WT HO. 

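Fzd7 and Fzd8 had interaction estimates of 1.27 and 1.33 (adjusted p = 0.0672 and 0.0396, 3 mice per group), the response of SK mice minus that of WT mice. From SK RA to SK HO, Fzd2 and Fzd7 were at 0.71 and -0.35 without passing the test, Fzd6 fell (-0.83), and the Wnt target Lef1 fell (-1.13). The hedgehog pathway, another signal between the epithelium and mesenchyme of the lung, had lower genes in WT HO too: of 11, none was higher and 6 were lower (none and 10 adjusted over the list alone) in WT HO than in SK HO, with Hhip at -2.35 and Ptch1 at -1.41 (camera adjusted p = 1.03e-10, and adjusted p = 0.0671 with an estimated correlation). Fzd8 did not pass in the interaction without any 1 array other than WT HO 3 and SK HO 2 (adjusted p = 0.0573 to 0.0987), nor did Lef1 in SK HO against SK RA without any 1 array other than SK HO 2 (adjusted p = 0.0518 to 0.131). Fzd7 passed in the interaction without SK RA 3 (adjusted p = 0.0428) or SK HO 2 (adjusted p = 0.0269).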

Wnt/β-catenin1 pathway is known to play a critical role in normal lung development [47]. In contrast, expression of promoters of inflammation such as *Gadd45 alpha, Cox2, Serpina3* and *NFkappaB* were upregulated in WT HO group compared to *Sphk1* ^*−/−*^ HO. The present findings are also in agreement with our observation made in the lungs of adult mice exposed to hyperoxia [25]. Gadd45 and Gadd153 mRNAs were detected respectively after 48 and 72 h of exposure of adult mice to hyperoxia [48]. In situ hybridization and immunohistochemistry studies showed that in hyperoxia Gadd45 and Gadd153 expression were increased in the bronchiolar epithelium and type II alveolar cells, respectively.

Cell cycle arrest is known to trigger apoptosis. In our previous study, we noted a clear increase in apoptosis in the lungs of WT neonatal mice exposed to hyperoxia [25]. Our current findings are in accordance with the above finding. *Bcl-XL (Bcl2l),* an antiapoptotic gene, was upregulated 2 fold in WT HO compared to *Sphk1* ^*−/−*^ HO but more interestingly, *Bax* which is a proapoptotic gene was upregulated 4 fold in WT HO compared to the rest. The gene was downregulated in *Sphk1* ^*−/−*^ compared to the WT HO. Studies have shown that increases of the antiapoptotic gene *Bcl-XL* were counterbalanced by similar increases of the proapoptotic gene *Bax* [49]. In our study, we see an increase in proapoptotic gene in both WT and *Sphk1* ^*−/−*^ groups exposed to HO but rise in proapoptotic as well as antiapoptotic genes was less pronounced in *Sphk1* ^*−/−*^ compared to WT exposed to HO.

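Tnfrsf10b, a death receptor, rose in WT HO against WT RA and in SK HO against SK RA, by 1.43 and 1.22 on the log2 scale (adjusted p = 0.00113 and 0.015, 3 mice per group). Pmaip1 (Noxa) rose by 0.84 in WT HO, while Bmf, another gene of the same protein family, fell (-0.78). Of 17 pro-apoptotic genes, 6 rose and 1 fell (7 and 3 adjusted over the list alone) in WT HO (camera adjusted p = 0.156), and 1 rose and none fell (2 and 1 adjusted over the list alone) in SK HO (camera adjusted p = 0.33). In WT HO against SK HO, none passed by limma or with the ordinary residual variance (2 up and 2 down when adjusted over the list alone, and 4 up and 2 down at an unadjusted p under 0.05), and for the interaction none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and none up and 3 down at an unadjusted p under 0.05). Of 9 anti-apoptotic genes, 2 were higher and none was lower (3 and none adjusted over the list alone) in WT HO than in SK HO (camera adjusted p = 0.144), and for the interaction none was positive and 2 were negative (none and 3 adjusted over the list alone), Cflar being at -0.98 (camera adjusted p = 0.00592, and adjusted p = 0.106 with an estimated correlation). Tnfrsf10b did not pass in SK HO against SK RA without SK RA 3 (adjusted p = 0.0561) or SK HO 2 (adjusted p = 0.0642).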

Delving further into lipid mediated signaling other than S1P, we noted a significant increase in gene expression of LPA receptor 3 in the WT HO (1.78 fold increase with FDR of 0.014869) which is in agreement with hyperoxia studies carried out in rat BPD models [50]. 

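Lpar3 rose 1.78-fold in WT HO against WT RA (standard error 0.17 on the log2 scale, adjusted p = 0.0066 from limma). Its log2 values were 5.84, 5.62, 5.79 in the WT RA mice and 6.46, 6.37, 6.92 in the WT HO mice. In SK HO against SK RA, Lpar3 was at a log2 fold change of -0.11 (adjusted p = 0.866), and its interaction did not pass the test (-0.94, adjusted p = 0.0506). Lpar3 passed in the interaction without SK RA 1 (adjusted p = 0.04) or SK HO 3 (adjusted p = 0.0498).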

Related studies in humans and rats revealed increased protein expression of autotaxin, Lpar1 and Lpar3 that co-localized to airway epithelial cells following exposure to hyperoxia [51]. These proteins were significantly distributed in vascular endothelial and mesenchymal cells during the developmental phase of the lung in the first postnatal week. It will be interesting to see the distribution of LPA receptors in lung epithelium of neonatal mice exposed to normoxia and hyperoxia.

Human airway epithelial cell lines, including BEAS-2B, NCI-H292, and A549, increase their intracellular glutathione levels within hours in response to hyperoxia in vitro [52, 53]. 

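Gclc, the catalytic subunit of glutamate-cysteine ligase, rose 6.47-fold in WT HO against WT RA and 2.21-fold in SK HO against SK RA (adjusted p = 5.45e-05 and 0.0477, 3 mice per group). Gclm, the modifier subunit, rose 1.69-fold in WT HO (adjusted p = 0.00181) and was at a log2 fold change of 0.39 in SK HO (adjusted p = 0.155). Of 17 targets of NRF2, the regulator of antioxidant genes, 14 rose and none fell (the same adjusted over the list alone) in WT HO, with Osgin1 at 1.64 and Pir at 1.36 (median 1.27; camera adjusted p = 1.18e-09, and adjusted p = 0.0917 with an estimated correlation). In SK HO, 7 rose and none fell (13 and none adjusted over the list alone), with Me1 at 0.97 (median 0.80; camera adjusted p = 8.04e-12, and adjusted p = 0.157 with an estimated correlation). For WT HO relative to SK HO, 8 were higher and none was lower (11 and none adjusted over the list alone; camera adjusted p = 6.33e-06, and adjusted p = 0.252 with an estimated correlation), and for the interaction none was positive and 3 were negative (the same adjusted over the list alone), with Osgin1 at -1.30 and Gclc at -1.55 (camera adjusted p = 0.00979, and adjusted p = 0.469 with an estimated correlation). Gclc did not pass in SK HO against SK RA without any 1 array other than SK HO 1 and SK HO 2 (adjusted p = 0.0697 to 0.137), nor did Gclc in the interaction without any 1 array other than SK HO 2 (adjusted p = 0.0549 to 0.0922). The NRF2 targets list had a median of 0.50 without SK HO 2 in SK HO against SK RA.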

The underlying mechanism could be due to elevated levels of glutamylcysteine ligase that is essential for novo synthesis of glutathione; however, we did not see any change in expression of glutamylcysteine ligase following exposure to hyperoxia.

Though we noticed 83% correlation between microarray and RT-PCR, there was lack of correlation noted in 17%. The disparity in expression between gene and mRNA could be due to the following factors. Microarray data reflects the total expression of the whole genome studied whereas mRNA expression by RT-PCR reflects the changes in a particular part of the genome studied by the primers selected. In addition, the mRNA transcribed would undergo post-transcriptional modification to form the final mRNA which undergoes translation.

We also compared the current differential gene expression data in response to hyperoxia in the neonatal mouse BPD model to the human data on BPD (Table 3). The BPD in humans is classified into ‘Early’ and ‘Late’ gestation by the authors [54]. ‘Early’ gestation was defined as estimated gestational age (EGA) of <27 wk. at birth and <35 wk. EGA at death. ‘Late’ gestation was defined as estimated gestational age of >27 wk. at birth and >35 wk. EGA at death. A total of 159 genes were significantly affected in the BPD lung tissue as compared to the controls in humans [54]. 36 of these genes that were significantly regulated were common between the present study and the human data. Out of the 36 genes, 11 correlated with the differential gene regulation in our animal model. 

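Sh3rf2, an inhibitor of stress kinase signaling, rose 4.87-fold in WT HO against WT RA (standard error 0.24 on the log2 scale, adjusted p = 9.65e-05, 3 mice per group). Sfn (stratifin) rose 1.53-fold (adjusted p = 0.0308) and Sele 2.28-fold. With hyperoxia in SK mice, Sh3rf2 was at a log2 fold change of 0.78 and Sfn at 0.19, not past the test (adjusted p = 0.14 and 0.706). The interaction was -1.51 for Sh3rf2 and -0.42 for Sfn (adjusted p = 0.028 and 0.422). Sfn did not pass in WT HO against WT RA without WT RA 1, WT RA 2, WT HO 1 or WT HO 2 (adjusted p = 0.103 to 0.12), nor did Sh3rf2 in the interaction without any 1 array other than WT RA 3, SK RA 1, WT HO 3 and SK HO 2 (adjusted p = 0.0587 to 0.0745).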

Among those genes, we noted that the expression of human genes *IL1RL1, SFN, SH3RF2* and *SELE* was significantly elevated in human BPD as well as in murine WT HO. *CD177, ALDH1A3, CXCL5*, and *MARCO* gene expression was significantly elevated in the lungs of BPD patients as well as in WT HO and *Sphk1* ^*−/−*^ HO groups, suggesting that these responses to hyperoxia were not mediated through SphK1. 

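Marco, a scavenger receptor of macrophages, rose 2.19-fold in WT HO and 2.63-fold in SK HO, each against its room air group (adjusted p = 0.00221 and 0.00377, 3 mice per group). Aldh1a3, which makes retinoic acid, rose 1.91-fold and 2.11-fold (adjusted p = 0.00799 and 0.0162). Cxcl5, a neutrophil chemokine, rose 3.58-fold in WT HO (adjusted p = 0.00837) and was at a log2 fold change of 1.60 in SK HO (adjusted p = 0.0619). Cd177, a neutrophil surface protein, was at 1.18 in WT HO and 0.92 in SK HO, neither past the test (adjusted p = 0.097 and 0.375). The interactions of Marco, Aldh1a3, Cxcl5 and Cd177 were 0.27, 0.15, -0.24 and -0.26, none past the test (adjusted p = 0.693, 0.849, 0.88 and 0.881). Aldh1a3 did not pass in SK HO against SK RA without SK RA 2 (adjusted p = 0.0503) or SK RA 3 (adjusted p = 0.0615). Cxcl5 passed in SK HO against SK RA without SK HO 1 (adjusted p = 0.0217). Cd177 passed in WT HO against WT RA without SK RA 1 (adjusted p = 0.0402) or SK HO 2 (adjusted p = 0.047).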

The fact that expression of murine genes *Sh3rf2, Sele and Ch25h* showed significant elevation in WT HO group compared to *Sphk1* ^*−/−*^ HO group suggests that the WT neonatal mice exposed to hyperoxia closely resemble human BPD. It is thus possible that these three genes could be mediated through SphK1/S1P pathway. 

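For WT HO compared with SK HO, Ch25h was 7.04-fold higher and Sh3rf2 3.1-fold higher (standard errors 0.29 and 0.24 on the log2 scale, adjusted p = 0.00023 and 0.00242, 3 mice per group). Sele was 1.81-fold higher in WT HO, with an adjusted p of 0.0545, which did not pass the test. Nnmt and Lipg, which fell in SK HO against SK RA (-0.71 and -1.44), were at 0.23 and 0.88 in WT HO against SK HO (adjusted p = 0.491 and 0.0668). Nnmt did not pass in SK HO against SK RA without any 1 array other than WT RA 2, WT RA 3 and SK RA 1 (adjusted p = 0.0535 to 0.131), nor did Lipg in SK HO against SK RA without SK RA 2 (adjusted p = 0.0574) or SK RA 3 (adjusted p = 0.0612). Sele passed in WT HO against SK HO without SK RA 1 (adjusted p = 0.0204) or SK HO 2 (adjusted p = 0.0249). Lipg passed in WT HO against SK HO without SK RA 1 (adjusted p = 0.0221).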

In conclusion, the striking similarities in the differential expression of specific genes between human BPD and neonatal mice exposed to hyperoxia suggests that the neonatal mouse model investigated here resembles ‘Early’ gestation BPD.

**Table 3:** Comparison of the current differential gene expression analysis to published human BPD microarray data. Human lung microarray had four groups such as early gestation control, late gestation control, early BPD and late BPD. Genes found to be differentially regulated in response to hyperoxia that are common to human and mouse neonatal lungs are presented here

Gene Symbol (Gene name)	Early Gestation Control Lungs	Late Gestation Control Lungs	Early Gestation Age BPD	Late Gestation Age BPD	WT HO Vs. RA (BPD equivalent)	SK HO Vs. RA (BPD protection)	Gene function
CD177 (CD177 Molecule)	↓	↓	↓	**↑**	**↑ 2.26378**	**↑ 2.60461**	Neutrophil activation, transmigration
IL1RL1(interleukin 1 receptor like 1)	↓	↓	**↑**	**↑**	**↑ 1.5**	No change	Mediates cytokine-induced immune and inflammatory responses.
SFN (14-3-3 protein sigma)	↓	↓	**↑**	**↑**	**↑ 1.5**	No change	Promotes p53-regulated inhibitor of G2/M progression
SH3RF2(SH3 Domain Containing Ring Finger 2)	↓	↓	**↑↑**	**↑**	**↑↑ 4.8**	**↑ 1.58**	Protein ubiquitination
NNMT(Nicotinamide N-Methyltransferase)	↓	↓	**↑**	**↑**	No change	↓ 1.71	N-methylation of pyridines to form pyridinium ions
LIPG (Lipase G, Endothelial Type)	↓	**↑**	**↑↑**	**↑**	No change	↓ 3.29	Molecular bridge between endothelial cells and lipoproteins.
SELE (Selectin- E)	↓↓	↓	**↑↑**	**↑**	**↑ 2.28**	**↑ 1.3**	Recruits leukocytes to the site of injury
ALDH1A3 (Aldehyde Dehydrogenase 1 Family Member A3)	↓↓	↓↓	**↑↑**	**↑**	**↑ 1.9**	**↑ 2.03**	Detoxification of aldehydes
CH25H (Cholesterol 25-Hydroxylase)	↓↓	↓↓	**↑↑**	**↑↑**	**↑↑ 22.9**	**↑ 1.6**	Catalyze the hydroxylation of hydrophobic substrates.
CXCL5 (CXCL5 or ENA78)	↓↓	↓↓	**↑**	**↑↑**	**↑ 3.57**	**↑ 3.26**	Recruit neutrophils, promote angiogenesis and remodel connective tissues
MARCO (macrophage receptor with collagenous structure)	↓↓	↓	**↑↑**	**↑↑**	**↑ 2.18**	**↑ 2.45**	Part of the innate antimicrobial immune system

Up arrow indicates increase in gene expression, down arrow indicates decrease in gene expression. Increased expression symbol bolded as well

## Conclusion

In summary, this study provides the first ever genome-wide analysis of differential expression in the lungs of neonatal BPD model as it relates to SphK1/S1P signaling. WT HO was associated with significantly increased expression of genes that promote apoptosis, retard cell multiplication, inflammation and extracellular matrix remodeling, whereas the *Sphk1* ^*−/−*^ mice exposed to hyperoxia showed a downregulation of the corresponding genes. Interestingly, the differential gene regulation in our animal model of BPD shows similarity with ‘Early’ gestation BPD. Our study signifies potential role of SphK1/S1P signaling in the pathogenesis of BPD, and thereby makes an attractive therapeutic target for future drug development.

## Additional files

Additional file 1: Table S1. Sequences of sybr green mouse primers used for RT-PCR. (DOCX 38 kb)

Additional file 2: Table S2. Top fifty enriched pathways are listed here by cluster. The process of clustering is explained in the materials and methods. (XLSX 20 kb)

Additional file 3: Table S3. Comparison of the 10 most highly differentiated genes between WT HO and *Sphk1* ^*−/−*^ HO groups. (XLSX 10 kb)

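H2-Q5, a nonclassical MHC class I gene, was higher in WT HO than in SK HO by 4.33 on the log2 scale (standard error 0.28, 3 mice per group), with means of 4.40 ± 0.16 in WT RA, 4.37 ± 0.59 in SK RA, 8.30 ± 0.41 in WT HO and 3.97 ± 0.14 in SK HO (± SD). Inmt, Sult1d1 and Cxcl14 were higher too, by 3.50, 3.34 and 3.16. Among the genes lower in WT HO were Hapln1 (-4.53), Fras1 (-3.58) and the mast cell carboxypeptidase Cpa3 (-3.27). Of 12 mast cell genes, none was higher and 4 were lower (1 and 5 adjusted over the list alone; camera adjusted p = 2.87e-05, and adjusted p = 0.0338 with an estimated correlation), and of 10 NK cell genes, 4 were higher and none was lower (8 and none adjusted over the list alone), with Klrd1 at 1.34 and Gzma at 2.03 (camera adjusted p = 1.11e-05, and adjusted p = 0.0364 with an estimated correlation). In all, 2374 transcripts passed the test of limma, 1208 higher and 1166 lower in WT HO, of which 943 differed at least 2-fold. The pattern with high Y-linked genes was seen in 2 of 3 SK HO arrays and in none of WT HO, and with the Y-linked covariate 677 were higher and 982 lower. The number was 1438, 1325 and 1426 without WT HO 1, 2 or 3, 1349 without SK HO 1 and 1322 without SK HO 3. Of the 20 transcripts that the paper's supplementary table of this comparison lists, all 20 had the same direction here and passed the test.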

Additional file 4: Table S4. Comparison of the 10 most highly differentially expressed genes between WT RA and *Sphk1* ^*−/−*^ RA groups. (XLSX 9 kb)

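Among the genes that differed most between the room air groups, Neat1, a nuclear noncoding RNA, was higher in SK RA than in WT RA by 2.04 on the log2 scale (standard error 0.31, 3 mice per group), Adamtsl2, a matrix protein, by 1.86 and Gria1, a glutamate receptor subunit, by 1.72. Lower in SK RA were Shisa6 (-1.80) and Depdc1a (-1.75). Of the 20 transcripts that the paper's supplementary table of this comparison lists, all 20 had the same direction here, 19 passed the test of limma, and 273 of all 474 called transcripts differed at least 2-fold. Neat1 did not pass in SK RA against WT RA without WT RA 2 (adjusted p = 0.0536).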

Additional file 5: Table S5. Comparison of 10 most highly differentially expressed genes between *Sphk1* ^*−/−*^ RA and *Sphk1* ^*−/−*^ HO groups. (XLSX 31 kb)

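Ahnak2, a large scaffold protein, and Inhba rose in SK HO against SK RA by 2.44 and 2.77 on the log2 scale (standard errors 0.21 and 0.21, 3 mice per group). Scube2 and Ecm2, both secreted matrix-associated proteins, fell, with log2 fold changes of -2.86 and -2.75, and so did Inmt (-3.03), which rose in WT HO against WT RA (3.08). The interaction of Inmt had an adjusted p of 3.09e-05. Of the 20 transcripts that the paper's supplementary table of this comparison lists, all 20 had the same direction here and 19 passed the test of limma. Scube2 did not pass in SK HO against SK RA without SK RA 2 (adjusted p = 0.0634) or SK RA 3 (adjusted p = 0.0711).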

Additional file 6: Table S6. Comparison of 10 most highly differentiated genes between WT RA and WT HO groups. (XLSX 9 kb)

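Fbn2 and Fbln5, which build elastic fibres, fell in WT HO against WT RA with log2 fold changes of -3.31 and -2.39 (standard errors 0.18 and 0.24, 3 mice per group). Of 15 genes of elastic fibre assembly, none rose and 10 fell (none and 12 adjusted over the list alone; median -1.08; camera adjusted p = 2.01e-08, and adjusted p = 0.106 with an estimated correlation). For SK HO compared with SK RA, none rose and 3 fell (1 and 9 adjusted over the list alone), with Eln at -1.12 and Mfap2 at -1.45 (median -0.60; camera adjusted p = 3.37e-05, and adjusted p = 0.32 with an estimated correlation). Lyz1, a lysozyme, and Depdc1a, a gene of mitosis, fell in WT HO with log2 fold changes of -3.68 and -3.81, and Bpifa1, a secreted airway protein, rose by 3.73. Of the 20 transcripts that the paper's supplementary table of this comparison lists, all 20 had the same direction here and passed the test of limma. The elastic fibre assembly list had a median of -0.36 without SK HO 2 in SK HO against SK RA.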

## Abbreviations

ABC: ATP binding cassette
ANOVA: Analysis of variance
BAL: Bronchoalveolar lavage
BPD: Bronchopulmonary dysplasia
CDK: Cyclin dependent kinase
Cenp: Centromere protein
ECM: Extra cellular matrix
EGA: Estimated gestational age
FDR: False discovery rate
GADD: Growth arrest and DNA damage
HO: Hyperoxia
KO: Knockout
LPA: Lysophosphatidic acid
MCC: Mitotic checkpoint complex
NB: Newborn
NO: Normoxia
Nox: NADPH oxidase
PN: Postnatal
PW: Pathway
RA: Room air
ROS: Reactive oxygen species
RT-PCR: Real time polymerase chain reaction
S1P: Sphingosine-1-phosphate
S1P_1-5_: S1P receptor 1 through 5
SphK: Sphingosine kinase
WT: Wild type

# Supplementary material for: Expression profiling of genes regulated by sphingosine kinase1 signaling in a murine model of hyperoxia induced neonatal bronchopulmonary dysplasia
**Source:** BMC Genomics. 2017 Aug 29;18:664. doi: 10.1186/s12864-017-4048-0
**Supplement:** Supplementary file 1 — Sequences of sybr green mouse primers used for RT-PCR.

**Gadd45a**

| **PrimerBank ID** | 6681149a1 |  |  |  |
| --- | --- | --- | --- | --- |
| **Amplicon Size** | 121 |  |  |  |
|  | **Sequence**(5' -> 3') | **Length** | **Tm** | **Location** |
| Forward Primer | CCGAAAGGATGGACACGGTG | 20 | 62.8 | 38-57 |
| Reverse Primer | TTATCGGGGTCTACGTTGAGC | 21 | 61.3 | 158-138 |

**Gadd45g**

| **PrimerBank ID** | 6753938a1 |  |  |  |
| --- | --- | --- | --- | --- |
| **Amplicon Size** | 119 |  |  |  |
|  | **Sequence**(5' −> 3') | **Length** | **Tm** | **Location** |
| Forward Primer | GGGAAAGCACTGCACGAACT | 20 | 63.0 | 67-86 |
| Reverse Primer | AGCACGCAAAAGGTCACATTG | 21 | 62.0 | 185-165 |

**Cdkn1a**

| **PrimerBank ID** | 6671726a1 |  |  |  |
| --- | --- | --- | --- | --- |
| **Amplicon Size** | 103 |  |  |  |
|  | **Sequence**(5' −> 3') | **Length** | **Tm** | **Location** |
| Forward Primer | CCTGGTGATGTCCGACCTG | 19 | 61.7 | 10-28 |
| Reverse Primer | CCATGAGCGCATCGCAATC | 19 | 62.0 | 112-94 |

**Cdkn1b**

| **PrimerBank ID** | | 31542372a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 103 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TCAAACGTGAGAGTGTCTAACG | | 22 | 60.0 | 4-25 |
| Reverse Primer | | CCGGGCCGAAGAGATTTCTG | | 20 | 62.6 | 106-87 |
| **NCBI GeneID** | [**12576**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=12576) | |  |  |  |  |

**Bax**

| **PrimerBank ID** | | 6680770a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 140 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TGAAGACAGGGGCCTTTTTG | | 20 | 60.2 | 59-78 |
| Reverse Primer | | AATTCGCCGGAGACACTCG | | 19 | 62.1 | 198-180 |
| **NCBI GeneID** | [**12028**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=12028) | |  |  |  |  |

**Serpine1**

| **PrimerBank ID** | | 6679373a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 116 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TTCAGCCCTTGCTTGCCTC | | 19 | 62.6 | 12-30 |
| Reverse Primer | | ACACTTTTACTCCGAAGTCGGT | | 22 | 61.3 | 127-106 |
| **NCBI GeneID** | [**18787**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=18787) | |  |  |  |  |

**Serpina3n**

| **PrimerBank ID** | | 6678093a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 116 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ATTTGTCCCAATGTCTGCGAA | | 21 | 60.2 | 1131-1151 |
| Reverse Primer | | TGGCTATCTTGGCTATAAAGGGG | | 23 | 61.3 | 1246-1224 |
| **NCBI GeneID** | [**20716**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=20716) | |  |  |  |  |

**Saa3**

| **PrimerBank ID** | | 6755396a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 248 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TGCCATCATTCTTTGCATCTTGA | | 23 | 60.8 | 15-37 |
| Reverse Primer | | CCGTGAACTTCTGAACAGCCT | | 21 | 62.3 | 262-242 |
| **NCBI GeneID** | [**20210**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=20210) | |  |  |  |  |

**Bmp7**

| **PrimerBank ID** | | 31982487a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 164 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ACGGACAGGGCTTCTCCTAC | | 20 | 62.8 | 293-312 |
| Reverse Primer | | ATGGTGGTATCGAGGGTGGAA | | 21 | 62.4 | 456-436 |
| **NCBI GeneID** | [**12162**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=12162) | |  |  |  |  |

**Wnt5a**

| **PrimerBank ID** | | 6678597a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 128 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | CAACTGGCAGGACTTTCTCAA | | 21 | 60.2 | 211-231 |
| Reverse Primer | | CATCTCCGATGCCGGAACT | | 19 | 61.5 | 338-320 |
| **NCBI GeneID** | [**22418**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=22418) | |  |  |  |  |

**Cdh2**

| **PrimerBank ID** | | 6680902a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 101 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | AGCGCAGTCTTACCGAAGG | | 19 | 61.7 | 124-142 |
| Reverse Primer | | TCGCTGCTTTCATACTGAACTTT | | 23 | 60.5 | 224-202 |
| **NCBI GeneID** | [**12558**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=12558) | |  |  |  |  |

**Aplnr**

| **PrimerBank ID** | | 6753014a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 174 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | GGTTACAACTACTATGGGGCTGA | | 23 | 61.1 | 13-35 |
| Reverse Primer | | AGCTGAGCGTCTCTTTTCGC | | 20 | 62.8 | 186-167 |
| **NCBI GeneID** | [**23796**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=23796) | |  |  |  |  |

**S1pr1**

| **PrimerBank ID** | | 21687214a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 112 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ATGGTGTCCACTAGCATCCC | | 20 | 61.0 | 1-20 |
| Reverse Primer | | CGATGTTCAACTTGCCTGTGTAG | | 23 | 61.6 | 112-90 |
| **NCBI GeneID** | [**13609**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=13609) | |  |  |  |  |

**S1pr2**

| **PrimerBank ID** | | 4324651a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 137 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ATGGGCGGCTTATACTCAGAG | | 21 | 61.1 | 1-21 |
| Reverse Primer | | GCGCAGCACAAGATGATGAT | | 20 | 61.1 | 137-118 |
| **NCBI GeneID** | [**14739**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=14739) | |  |  |  |  |

**S1pr3**

| **PrimerBank ID** | | 6753716a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 120 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ACTCTCCGGGAACATTACGAT | | 21 | 60.4 | 49-69 |
| Reverse Primer | | CAAGACGATGAAGCTACAGGTG | | 22 | 60.7 | 168-147 |
| **NCBI GeneID** | [**13610**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=13610) | |  |  |  |  |

**Lox**

| **PrimerBank ID** | | 6754568a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 117 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TCTTCTGCTGCGTGACAACC | | 20 | 62.7 | 255-274 |
| Reverse Primer | | GAGAAACCAGCTTGGAACCAG | | 21 | 60.8 | 371-351 |
| **NCBI GeneID** | [**16948**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=16948) | |  |  |  |  |

**Il6**

| **PrimerBank ID** | | 13624311a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 76 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | TAGTCCTTCCTACCCCAATTTCC | | 23 | 60.8 | 488-510 |
| Reverse Primer | | TTGGTCCTTAGCCACTCCTTC | | 21 | 61.1 | 563-543 |
| **NCBI GeneID** | [**16193**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=16193) | |  |  |  |  |

**Il6ra**

| **PrimerBank ID** | | 52693a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 108 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | CCTGAGACTCAAGCAGAAATGG | | 22 | 60.6 | 1152-1173 |
| Reverse Primer | | AGAAGGAAGGTCGGCTTCAGT | | 21 | 62.9 | 1259-1239 |
| **NCBI GeneID** | [**16194**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=16194) | |  |  |  |  |

**Il6st**

| **PrimerBank ID** | | 6754338a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 180 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | CCGTGTGGTTACATCTACCCT | | 21 | 60.9 | 79-99 |
| Reverse Primer | | CGTGGTTCTGTTGATGACAGTG | | 22 | 61.4 | 258-237 |
| **NCBI GeneID** | [**16195**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=16195) | |  |  |  |  |

**Sphk1**

| **PrimerBank ID** | | 27532969a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 169 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | ATGGAACCAGTAGAATGCCCT | | 21 | 60.6 | 1-21 |
| Reverse Primer | | TCCGTTCGGTGAGTATCAGTTTA | | 23 | 60.8 | 169-147 |
| **NCBI GeneID** | [**20698**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=20698) | |  |  |  |  |

**Sgpl1**

| **PrimerBank ID** | | 31543694a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 114 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | CTGAAGGACTTCGAGCCTTATTT | | 23 | 60.0 | 25-47 |
| Reverse Primer | | ACTCCACGCAATGAGCTGC | | 19 | 63.0 | 138-120 |
| **NCBI GeneID** | [**20397**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=20397) | |  |  |  |  |

**Lpar3**

| **PrimerBank ID** | | 12667796a1 | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Amplicon Size** | | 211 | |  |  |  |
|  | | **Sequence**(5' −> 3') | | **Length** | **Tm** | **Location** |
| Forward Primer | | CAAGCGCATGGACTTTTTCTAC | | 22 | 60.1 | 21-42 |
| Reverse Primer | | GAAATCCGCAGCAGCTAAGTT | | 21 | 61.0 | 231-211 |
| **NCBI GeneID** | [**65086**](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=65086) | |  |  |  |  |

| Gene name | Primerbank ID | Forward Primer  5’ to 3’ | Reverse Primer  5’ to 3’ |
| --- | --- | --- | --- |
| *Gadd45a* | 6681149a1 | CCGAAAGGATGGACACGGTG | TTATCGGGGTCTACGTTGAGC |
| *Gadd45g* | 6753938a1 | GGGAAAGCACTGCACGAACT | AGCACGCAAAAGGTCACATTG |
| *Cdkn1a* | 6671726a1 | CCTGGTGATGTCCGACCTG | CCATGAGCGCATCGCAATC |
| *Cdkn1b* | 31542372a1 | TCAAACGTGAGAGTGTCTAACG | CCGGGCCGAAGAGATTTCTG |
| *Bax* | 6680770a1 | TGAAGACAGGGGCCTTTTTG | AATTCGCCGGAGACACTCG |
| *Serpine1* | 6679373a1 | TTCAGCCCTTGCTTGCCTC | ACACTTTTACTCCGAAGTCGGT |
| *Serpina3n* | 6678093a1 | ATTTGTCCCAATGTCTGCGAA | TGGCTATCTTGGCTATAAAGGGG |
| *Saa3* | 6755396a1 | TGCCATCATTCTTTGCATCTTGA | CCGTGAACTTCTGAACAGCCT |
| *Bmp7* | 31982487a1 | ACGGACAGGGCTTCTCCTAC | ATGGTGGTATCGAGGGTGGAA |
| *Wnt5a* | 6678597a1 | CAACTGGCAGGACTTTCTCAA | CATCTCCGATGCCGGAACT |
| *Cdh2* | 6680902a1 | AGCGCAGTCTTACCGAAGG | TCGCTGCTTTCATACTGAACTTT |
| *Aplnr* | 6753014a1 | GGTTACAACTACTATGGGGCTGA | AGCTGAGCGTCTCTTTTCGC |
| *S1pr1* | 21687214a1 | ATGGTGTCCACTAGCATCCC | CGATGTTCAACTTGCCTGTGTAG |
| *S1pr2* | 4324651a1 | ATGGGCGGCTTATACTCAGAG | GCGCAGCACAAGATGATGAT |
| *S1pr3* | 6753716a1 | ACTCTCCGGGAACATTACGAT | CAAGACGATGAAGCTACAGGTG |
| *Lox* | 6754568a1 | TCTTCTGCTGCGTGACAACC | GAGAAACCAGCTTGGAACCAG |
| *Il6* | 13624311a1 | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Il6st* | 6754338a1 | CCGTGTGGTTACATCTACCCT | CGTGGTTCTGTTGATGACAGTG |
| *Il6ra* | 52693a1 | CCTGAGACTCAAGCAGAAATGG | AGAAGGAAGGTCGGCTTCAGT |
| *Sphk1* | 27532969a1 | ATGGAACCAGTAGAATGCCCT | TCCGTTCGGTGAGTATCAGTTTA |
| *Sgpl1* | 31543694a1 | CTGAAGGACTTCGAGCCTTATTT | ACTCCACGCAATGAGCTGC |
| *Lpar3* | 12667796a1 | CAAGCGCATGGACTTTTTCTAC | GAAATCCGCAGCAGCTAAGTT |
| *Chi3l3* | 6753416a1 | CAGGTCTGGCAATTCTTCTGAA | GTCTTGCTCATGTGTGTAAGTGA |
| *Stfa1* | NM_001082543 | GCTGGAGAAAATATCTTCATTAAGA | ATTCATGGCTGAATCTCTTTCCAC |

How the deposited data were processed for this re-analysis (not part of the article)

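RNA of the superior lobe of the right lung was measured on 12 Affymetrix mouse gene arrays, 1 per mouse, in 4 groups of 3 mice: wild type and Sphk1 knockout (SK) pups kept in room air (WT RA, SK RA) or in 75% oxygen for 7 days from postnatal day 1 (WT HO, SK HO). The methods give a litter size of at most 6. The values used are log2 expression values per transcript, as deposited by the authors, who made them from the scanned arrays in Partek Genomics Suite with robust multi-array averaging, that is background correction, quantile normalization and summarization over the probes of each transcript. The methods name the NA35 release of NetAffx for the annotation of transcripts, in place of which the platform's gene table was used here. The genome build of the arrays was not found in the sources used here, so no coordinates are printed. The arrays were mapped to groups and replicate numbers from the submitters' labels, and all 12 were used.

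Of the 41345 transcripts on the arrays, 25335 are listed in the platform's gene table used here. Of these, 23521 carry 1 gene symbol and 1814 carry several, and the 16010 that are not listed stay unnamed, although they may have a gene. Genes were named only through transcripts with 1 symbol, which gives 22180 genes. Where several transcripts carry the same symbol, the one with the highest mean over the 12 arrays was taken. Among the genes that the paper names and those with the largest changes this holds for 9, and none of these 9 had transcripts called in opposite directions. Other named genes were not checked for this. With list members included, the mean over all transcripts of a gene stayed within 1 standard error for 3 of 21 calls in WT HO against WT RA. None of the 21 turned in direction. Of 183 genes that the paper names in its text, tables, legends or Tables S3 to S6, 162 were found in this way, and the others have no value here unless a supplementary table of the paper names their transcript. Which genes neighbour Sphk1 was taken from the RefSeq annotation of the mouse assembly GRCm38.p6.

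Differences were tested on the log2 values with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per group over all 12 arrays, then eBayes, with a prior of 3.247 degrees of freedom), with Benjamini-Hochberg adjustment over all 41345 transcripts and a threshold of 0.05. The comparisons were the oxygen effect, the knockout effect, their interaction (the hyperoxia response of SK mice minus that of WT mice), and WT HO against WT RA, SK HO against SK RA, SK RA against WT RA and WT HO against SK HO. A called transcript is one with an adjusted p under 0.05, and no minimum fold was set unless a text says so. The paper's methods describe an analysis of variance with genotype and oxygen as factors, and this was run as the same model with the ordinary residual variance of each transcript. The test was checked on simulated data, in which transcripts with known changes were added to the real spread. In WT HO against WT RA it recovered 8.7%, 55.9% and 92.1% of the transcripts changed by 0.5, 1 and 2 on the log2 scale, and for the interaction 0%, 22.1% and 81%. Of each size 63 to 69 transcripts were changed, fewer than were called in the real comparisons. The adjustment was therefore stricter in the simulation than in the real data. No depth applies to arrays, and the number of arrays limits the precision.

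Gene lists were tested with camera at a preset correlation of 0.01 between genes, with camera at a correlation estimated from the data, and with fry, each adjusted over the 47 lists of a comparison. Of these lists, 7 follow clusters that the authors chose on these samples, so their direction is not independent evidence, and 40 hold textbook genes of pathways and markers of lung, blood and other cell types. Some of the 40, such as the selectins, the IL-6 family and the canonical Wnt pathway, hold genes that the paper reports as changed on these samples, and are not independent for them. For each list, counts are given over all transcripts and adjusted over the list alone. The score of a list on an array is the mean log2 value of its genes, each relative to its mean over the 12 arrays. A list of imprinted genes was added after the values were seen.

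The genes that the text names were chosen by a fixed rule: every gene that the paper names, whose values in the paper's tables had been seen; the 10 genes that rose and the 10 that fell most in each of the 4 comparisons of pairs of groups and in the interaction, among called transcripts with 1 symbol and, for pairs of groups, no overlap of the arrays; and up to 4 members of each list with the smallest adjusted p. Genes outside the rule are said to have been chosen after their values were seen.

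The alternatives set beforehand were the ordinary residual variance, eBayes with an intensity trend and a robust prior, leaving out transcripts whose highest group mean lies under the 40th percentile of all means, 1 transcript per named gene, a further quantile normalization, limma's array weights, the replicate number as a block, a covariate for sex (the mean of the 3 Y-linked genes found of the 4 planned), only the groups compared, and leaving out each array in turn. Dropping both arrays that stand apart, SK RA 1 and SK HO 1, and keeping only the 8 arrays with a female pattern of Xist and Y-linked genes were added after the values were seen. Other splits of the arrays into groups of 3 were refitted, 100 over all arrays, 100 that exchange the genotypes within each oxygen level, which were added after the values were seen, and 10 for each pair of groups. Measurements of the paper made by other means, such as histology, protein and the human data it cites, were not analysed here.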

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

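The splits over all 12 arrays and of pairs of groups were planned; the splits within each oxygen level and the tests of all patterns weighed below were chosen only after the result was seen. Other splits of the 12 arrays into 4 groups of 3 exclude chance for the oxygen effect: of 100 splits, only the real one called as many transcripts (5605, the highest other being 782). For the knockout effect and the interaction these splits decide nothing, since most of them mix the oxygen levels within groups and so widen the spread. In each of these cases 2 of 100 splits, the real one included, called as many as the real 478 and 1979, and the other one, with 2252 and 3398, followed oxygen, which points to the structure that oxygen gives the samples. Of 100 splits that exchange the genotypes within each oxygen level, only the real one reached the 1979 of the interaction (highest other 478), and 2 reached the 478 of the knockout effect. The other one, with 1979, has the real groups with the genotypes turned at 1 oxygen level, so that it counts the interaction. These splits exclude chance for a difference between the SK and WT groups within the oxygen levels. They cannot tell the genotype from anything else that the mice of a group share, such as a litter. For the pairs of groups the 10 splits are too few for a share under 0.05; 1 of 10 splits, the real one, reached the real count each time, with 6171 in WT HO against WT RA (highest other 1), 967 in SK HO against SK RA (highest other 1), 474 in SK RA against WT RA (highest other 0) and 2374 in WT HO against SK HO (highest other 0). Of all transcripts, called or not, 34.3% in WT HO against WT RA, 17.1% in SK HO against SK RA, 18.8% in SK RA against WT RA and 23.6% in WT HO against SK HO had arrays that do not overlap between the groups, where chance gives 10%.

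Genes of cell division were lower in SK RA than in WT RA lungs: the median log2 difference was -1.259 for the G2 and mitosis list and -0.854 for the S phase list. Without SK RA 1, the SK RA array that stands apart, the G2 and mitosis median was -1.194, and with the Y-linked covariate for the sex of the pups it was -1.256, so neither accounts for the difference. Fewer erythroid precursors stay open as a candidate explanation: the erythroid list was at -0.574, and its 5 brightest genes, at mean log2 values of 6.74 to 9.78 in WT RA, had a median of -0.874 (Slc25a37 -1.62, Slc4a1 -1.56, Fech -0.87, Xpo7 -0.33 and Tfrc 0.04, with a median standard error of 0.199). The genes move apart, and Tfrc is also used by other dividing cells, so precursors and lung cells cannot be told apart in RNA of a whole lobe. The methods state that the lungs were perfused with PBS before harvest, which removes blood from the vessels, and how many cells remained was not measured. A biological effect of the genotype on division in room air was not tested and stays open too, and litter or genetic background cannot be told apart from it.

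WT and SK mice responded differently to hyperoxia, by the interaction test. The median difference of the responses, SK minus WT, was 1.444 for S phase, 2.641 for G2 and mitosis, -0.851 for the circadian clock, 0.557 for mast cells, -1.443 for B cells and -0.936 for NK cells. With the Y-linked covariate 78.8% of the interaction calls were called again. Without both SK arrays that stand apart (SK RA 1 and SK HO 1) 68.3% were, so those arrays do not account for most of the calls. SK HO 2 had a low array weight as well (0.64, against 0.57 for SK HO 1 and 0.36 for SK RA 1). Leaving out SK HO 2 gave 2365 interaction calls and kept 259 of the 268 calls of named genes. No WT HO array has high Y-linked genes, while most SK HO arrays do. The covariate therefore cannot fully separate sex from genotype under hyperoxia, and sex is not excluded. A proportionally weaker dose of oxygen in SK HO may be set against the p53 and NRF2 targets, which moved in SK mice by 58.9% of their change in WT mice (0.82 against 1.40, 40 genes): this share predicts -1.36 for the G2 and mitosis list in SK HO against SK RA, and a median of 0.256 was observed. The difference of the mean array scores of this list between SK HO and SK RA had a standard error of 0.12. The uncertainty of the share and of the prediction was not estimated. What also stays open is a genotype effect on the response, which is a hypothesis from these same arrays. So does the lower starting level of the cell division genes in SK RA, since the interaction holds it as well. The methods describe mice of a mixed genetic background, and no litter is given per mouse. Neither can be told apart from the genotype here.

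The level of Sphk1 was not lower in the knockout in room air: SK RA minus WT RA was 0.51 on the log2 scale. Single mislabelled arrays are argued against by the genes near Sphk1, since 4 of 204 measured genes within 5 Mb (BC018473, Cd300ld, Smim6 and Srsf2) separate all 6 SK from all 6 WT arrays, or 1.96% against 0.48% of genes elsewhere (105 of 21975; Fisher's exact test, p = 0.0183). An exchange of all WT and SK labels would leave this separation as it is and cannot be told apart by it, nor by the rise of Sphk1 of 1.89 in WT HO against WT RA, as long as its probes are not placed. Probes that lie outside the deleted part of the gene remain a possible explanation for the 0.51, which cannot be told apart from a change in a transcript that makes no enzyme, as the sources used here do not place the probes. The paper refers to earlier measurements in which SK mice had less S1P in the lung, its RT-PCR in Table 2 gives Sphk1 as not lower in SK RA either, and it names no reporter in the allele.

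Other results stand as values. The median difference of SK RA minus WT RA was 0.608 for the circadian clock and 0.709 for B cells. Outside the genes the paper names, the largest knockout effect was that of BC018473 (2.68 on the log2 scale) and the largest difference of WT HO minus SK HO that of H2-Q5 (4.33). In 4 arrays the Y-linked genes were above Xist and in 8 arrays Xist was above the Y-linked genes, whereas the methods speak of male mice.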

How the results depend on the processing

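Tests of 2 kinds were chosen only after the result was seen: those that left out both arrays that stand apart (SK RA 1 and SK HO 1) and those that kept only the 8 arrays with a female pattern. No named gene and no gene list that was called changed its direction under any alternative run. Of the 378 calls of named genes in WT HO against WT RA, 336 to 376 were kept when 1 array was left out. The same range was 80 to 119 of 139 calls in SK HO against SK RA, 55 to 91 of 92 in SK RA against WT RA, 196 to 252 of 256 in WT HO against SK HO and 218 to 259 of 268 for the interaction. With the ordinary residual variance 359, 101, 79, 222 and 225 of these calls were kept, and after a further quantile normalization 364, 138, 90, 246 and 261. The Y-linked covariate kept 365, 105, 91, 216 and 234. The receptor transcripts that stand for the background had medians of 2.615 to 2.833 per array, and some transcripts lie below that. In the simulated data changes of 0.5 on the log2 scale were mostly missed. Few transcripts were changed there, so the adjustment was stricter than in WT HO against WT RA, where more changes of that size may be found. The simulation did not examine brightness and does not show how dim genes fare.

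The counts of called transcripts for the oxygen effect (5605) and for WT HO against WT RA (6171) stayed within 1.5 times under every alternative, at 4424 to 5935 and 4318 to 6896 when 1 array was left out. The interaction count of 1979, at 1349 to 2365 without 1 array, moved further only with array weights, to 3075, as did the count of transcripts called for the interaction alone, from 798 to 1210 (556 to 900 without 1 array). The knockout effect was called for 478 transcripts, and for 158 without WT RA 2 up to 1255 without SK HO 2, with a change of over 1.5 times on leaving out any 1 array other than SK RA 1. For the knockout alone the count of 96 ranged from 24 without WT HO 3 to 271 without SK HO 2 and also moved with any 1 array left out other than SK RA 1. For the oxygen alone the 4310 transcripts ranged from 2761 without SK HO 2, the only array that moved this count, to 5032 without SK HO 1. The 967 transcripts of SK HO against SK RA ranged from 433 without SK RA 3 to 933 without SK HO 1 (461 without SK RA 2 and 556 without SK HO 2). The 474 of SK RA against WT RA ranged from 194 without WT RA 2 to 589 without SK HO 2, and were 251 and 261 without WT RA 1 and WT RA 3, and 227 and 252 without SK RA 2 and SK RA 3. The 2374 of WT HO against SK HO ranged from 1322 without SK HO 3 to 2964 without SK HO 2, and were 1438, 1325 and 1426 without WT HO 1, WT HO 2 and WT HO 3 and 1349 without SK HO 1. Fewer arrays enter each of these fits, and no other cause was tested.

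With the ordinary residual variance 61 transcripts were called for the knockout alone. Without dim transcripts the knockout effect was called for 835, the knockout alone for 171 and SK RA against WT RA for 723 transcripts, where fewer transcripts share the adjustment. With 1 transcript per named gene the knockout effect was called for 881 and SK HO against SK RA for 1562. Array weights, which count SK RA 1, SK HO 1 and SK HO 2 less than other arrays, gave 1422 transcripts for the knockout effect, 339 for the knockout alone, 1616 for SK HO against SK RA and 1078 for SK RA against WT RA. The covariate for sex gave 298 for the knockout effect and 45 for the knockout alone. With only the arrays of the compared groups in the fit, 93 were called in SK HO against SK RA, 183 in SK RA against WT RA and 1178 in WT HO against SK HO. Leaving out both arrays that stand apart gave 228 for the knockout effect and 35 for the knockout alone. With only the arrays of the female pattern, which leaves 1 SK HO array, assumed to vary like the other groups, the counts were 896 for the knockout effect, 171 for the knockout alone, 77 for SK HO against SK RA, 895 for SK RA against WT RA, 1446 for WT HO against SK HO and 2655 for the oxygen alone. Apart from the smaller number of transcripts or arrays in a fit, the cause was not tested.

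The gene lists called by camera at the preset correlation were 35 in WT HO against WT RA, 26 in SK HO against SK RA, 25 in SK RA against WT RA, 31 in WT HO against SK HO and 32 for the interaction, and when 1 array was left out at least 34, 22, 21, 28 and 29 of the same lists were called. With the correlation estimated from the data camera called 7, 0, 8, 6 and 10 lists (21, 9, 12, 12 and 17 at an unadjusted p under 0.05), and fry, which does not compare a list with other genes, called 18 in SK HO against SK RA and 14 in SK RA against WT RA.

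The replicate numbers are shared by the groups, but nothing says that they mark a litter or a day. Of 18 pairs of arrays with the same number in different groups, 9 had deviations from the group means that correlated at more than 0.1 (range -0.061 to 0.398), and 7 of 12 arrays correlated best with arrays of their own number, so the numbers were not taken as a pairing of all groups. All 3 pairs of SK RA and SK HO were over 0.1 (0.398, 0.193 and 0.21), and the pairs of WT HO and SK HO, for which the methods name a paired t-test, were at 0.064, 0.055 and 0.074. With the replicate number as a block, the knockout effect was called for 734 transcripts and the knockout alone for 194, and no other count moved by over 1.5 times (6114 for the oxygen effect, 2204 for the interaction, and 6887, 1172, 666 and 2729 for WT HO against WT RA, SK HO against SK RA, SK RA against WT RA and WT HO against SK HO). Of the calls of named genes, the block ended 5, 2, 1 and 6 in these comparisons and 6 in the interaction, and added 5, 15, 10, 19 and 12.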

Differences from the paper's values

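All alternatives named in this part were set before the data were examined, except those that left out both arrays that stand apart or kept only the arrays of the female pattern, which were chosen only after the result was seen. Of 173 values that the paper states, 167 folds and 6 counts, 2 differ from those found here by more than 1.5 times and by more than the spread. The paper's Table 2 gives the array fold of Cdh2 as 0.642012 in WT HO relative to WT RA, and the fold found here is 0.182. The RT-PCR fold of Cdh2 in the same table is nearer to 0.182 than to 0.642012. The array fold of Cdh2 was 0.162 to 0.202 under every alternative run, and all of them differ from the paper's array value. For transcripts called for the knockout alone the paper states 61 and limma called 96. The count was 61 with the ordinary residual variance, which is the paper's own method, and it fell within 1.5 times of the paper's with the Y-linked covariate (45), without WT RA 1 (45), without SK RA 1 (69), without SK RA 2 (58) and without WT HO 1 (48). It lay further away with the trend and robust prior (128), without dim transcripts (171), with 1 transcript per named gene (141), after a further quantile normalization (101), with array weights (339), with the replicate block (194) and without WT RA 2 (29), WT RA 3 (33), SK RA 3 (35), WT HO 2 (26), WT HO 3 (24), SK HO 1 (26), SK HO 2 (271) or SK HO 3 (30). The other counts of Fig. 1 were also those of the ordinary residual variance (99, 4074, 164, 26, 868 and 673).

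The folds of the supplementary tables had the same direction here for all 80 transcripts. Within 1%, the folds of all 12 arrays matched 3 of 20 in Table S3, 10 of 20 in Table S4, 1 of 20 in Table S5 and 1 of 20 in Table S6. Without WT RA 3, 7 of 20 matched in Table S3 and 17 of 20 in Table S5, and without SK RA 1 all 20 of Table S6 did. For Table 2, 17 of 21 folds of WT HO matched with all arrays, and for SK RA 14 of 21 matched without WT RA 3 against 3 with all arrays. In Table S6 the paper gives Uty as 5.68819 in SK HO relative to SK RA, where the fold with all arrays is 2.24. Without SK RA 1 this value too is matched, and SK RA 1 is the only SK RA array with high Uty (6.93, against 3.00 and 2.81). Tables S3 to S6 hold, by their values, WT HO against WT RA, WT HO against SK HO, SK RA against WT RA and SK HO against SK RA, which is not the order of the titles of the additional files. Table 2 prints the same fold for Il6 and Il6st in SK RA, and the fold found here is 1.33 for Il6st. For Il6, which lies near the background of the arrays in both room air groups (means of 3.00 and 2.94), no fold is given.

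Directions that the paper states were not found for some genes. The legend of Fig. 6 puts Mmp3 among the genes lower in WT HO, and Mmp3 rose there (4.01, adjusted p = 1.48e-05); it also puts Mmp3 higher in SK HO, where it was at 0.16, adjusted p = 0.9, while Mmp10, which encodes stromelysin-2, rose (1.67, adjusted p = 0.00195). For the collagen IV genes of the same legend, Col4a1 and Col4a2 were at 0.00 and 0.05 in WT HO against WT RA (adjusted p = 0.997 and 0.855), and Col4a3 fell (-1.03, adjusted p = 0.00166). Itgb1, an integrin beta subunit, was at -0.23, adjusted p = 0.21, and passed only with the ordinary residual variance. Stfa1, which the paper's text names as lower in both hyperoxia groups, fell in WT HO (-4.06, adjusted p = 9.58e-06) and rose in SK HO against SK RA (1.91, adjusted p = 0.0087). The paper's Table 2 also gives Stfa1 as higher in SK HO than in WT RA, by array and by RT-PCR, so its text and its table differ. Of the D cyclins, which the legend of Fig. 4 puts among the genes lower in WT HO, Ccnd1 rose (0.96, adjusted p = 0.000835), Ccnd2 fell (-0.76, adjusted p = 0.00753) and Ccnd3 was at 0.01, adjusted p = 0.983. For the PDGF receptors, named as higher in WT HO, Pdgfra rose (1.51, adjusted p = 0.00729) and Pdgfrb fell (-0.91, adjusted p = 0.00283). The catalytic subunit of glutamylcysteine ligase, for which the paper reports no change, rose in WT HO (Gclc, 2.69, adjusted p = 5.45e-05).

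Some genes that the paper names as higher did not pass the test here. Lpar2 in WT HO was at 0.52, adjusted p = 0.142, and passed without SK HO 2 and with only the arrays of the female pattern. Cd177 was at 1.18, adjusted p = 0.097 in WT HO, where it passed with the Y-linked covariate, without SK RA 1, without SK HO 2, without both arrays that stand apart and with only the arrays of the female pattern, and at 0.92, adjusted p = 0.375 in SK HO, where it passed under no alternative. Cxcl5 in SK HO was at 1.60, adjusted p = 0.0619, and passed with the replicate block, without SK HO 1, without both arrays that stand apart and with only the arrays of the female pattern. Sele was higher in WT HO than in SK HO by 0.86, adjusted p = 0.0545, and passed after a further quantile normalization, with the Y-linked covariate, without SK RA 1, without SK HO 2, without both arrays that stand apart and with only the arrays of the female pattern. Selplg and Diablo, in the same comparison, were at 0.47, adjusted p = 0.415 and 0.51, adjusted p = 0.183, and passed under no alternative. The IL-6 family is named as lower in SK HO than in WT HO, and 2 of its 11 genes passed (6 adjusted over the list alone).

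For Sphk1 in WT HO the paper's text gives a larger fold than its Table 2, whose value rounds to the 3.7-fold found here. For S1pr1 the paper's text sets its fold against SK HO, where the fold found here is 1.81, while against WT RA it is 2.27. The paper's text and the legend of Table 2 give different numbers for the genes whose difference RT-PCR also showed, a measurement that was not analysed here. The paper describes the groups in room air as alike, and 474 transcripts were called between them, with Bub1 and Bub1b, which it gives as comparable outside WT HO, lower in SK RA (-1.67 and -1.42). The methods speak of male pups, whereas Xist was above the Y-linked genes in 8 of the 12 arrays. S1pr1 did not pass in WT HO against SK HO without WT HO 2 (adjusted p = 0.0501) or SK HO 3 (adjusted p = 0.0502).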

Other observations

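The tests of imprinted genes in the last paragraph were chosen only after the result was seen, and all other lists were fixed beforehand. Of 15 genes of T cells and thymocytes, none rose and 7 fell (none and 9 adjusted over the list alone) in SK HO against SK RA (camera adjusted p = 1.42e-08, and adjusted p = 0.124 with an estimated correlation), with Cd2, an adhesion receptor, at -1.21 and the coreceptor gene Cd8b1 at -0.88. In WT HO against WT RA, 2 rose and none fell (3 and none adjusted over the list alone), namely Cd8b1 (0.52) and Cd8a (0.74) (camera adjusted p = 0.203). The interaction was called for Cd2 (-1.84) and Cd8a (-1.67), and for the list none was above 0 and 6 were below 0 (none and 9 adjusted over the list alone; camera adjusted p = 2.8e-06, and adjusted p = 0.0673 with an estimated correlation). SK RA lungs were higher than WT RA lungs in Cd2 (0.97) and Cd8b1 (0.61), with 2 higher and none lower (8 and none adjusted over the list alone) in the list (camera adjusted p = 2.82e-07, and adjusted p = 0.0533 with an estimated correlation). Cd8a did not pass in WT HO against WT RA without WT RA 2, WT HO 1, WT HO 2 or WT HO 3 (adjusted p = 0.0553 to 0.0938), nor did Cd2 in SK RA against WT RA without any 1 array other than SK HO 1 and SK HO 3 (adjusted p = 0.0514 to 0.138), or Cd8b1 in SK RA against WT RA without any 1 array other than SK HO 1 and SK HO 2 (adjusted p = 0.0508 to 0.115). The T cells and thymocytes list had a median of 0.32 without SK RA 1 in SK RA against WT RA.

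Most interferon-stimulated genes that passed the test in WT HO rose: of 21, 9 rose and 1 fell (12 and 1 adjusted over the list alone) against WT RA, with Ifit3 at 2.04, Ifit1 at 1.65 and the nucleic acid sensor Zbp1 at 1.46, and with Rsad2, an antiviral enzyme, at -1.52 (camera adjusted p = 0.000598, and adjusted p = 0.307 with an estimated correlation). In SK lungs, 2 rose and none fell (6 and none adjusted over the list alone) with hyperoxia, namely Usp18 (1.06) and Cxcl10 (1.29) (camera adjusted p = 0.00152, and adjusted p = 0.433 with an estimated correlation). The interaction was -1.27 for Ifit3 and 1.47 for Rsad2 (adjusted p = 0.039 and 0.0151), and the list was not called for it (camera adjusted p = 0.127). Usp18 did not pass in SK HO against SK RA without WT RA 2, SK RA 1, SK RA 2, SK RA 3, WT HO 2, SK HO 2 or SK HO 3 (adjusted p = 0.0511 to 0.135), nor did Cxcl10 in SK HO against SK RA without any 1 array other than SK RA 1, WT HO 3 and SK HO 1 (adjusted p = 0.0508 to 0.14), or Ifit3 in the interaction without any 1 array other than WT RA 3 and SK RA 2 (adjusted p = 0.0537 to 0.0986). The interferon-stimulated genes list had a median of 0.12 without SK RA 1 and 0.12 without SK HO 3 in SK HO against SK RA. The interferon-stimulated genes list was called in the interaction without WT RA 3 (adjusted p = 0.00681).

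Epithelial markers went different ways in WT HO. Of 14 genes of alveolar type 2 cells, none rose and 8 fell (1 and 8 adjusted over the list alone), with the surfactant protein gene Sftpc at -0.63, Lpcat1, an enzyme of surfactant lipid synthesis, at -1.36 and Etv5 at -1.04 (camera adjusted p = 0.00118, and adjusted p = 0.336 with an estimated correlation). In SK HO lungs, none rose and 1 fell (none and 3 adjusted over the list alone), namely the fatty acid carrier Cd36 (-0.76) (camera adjusted p = 0.0433, and adjusted p = 0.622 with an estimated correlation), and the interaction of Lpcat1 was 1.27 (adjusted p = 0.021). Of 14 genes of alveolar type 1 cells, 5 rose and 3 fell (7 and 3 adjusted over the list alone) in WT HO, with Hopx (1.34) and the water channel gene Aqp5 (1.29) up and Rtkn2 (-1.69) down (camera adjusted p = 0.171), and 4 rose and none fell (9 and 1 adjusted over the list alone) in SK HO, with Akap5 at 1.12 and Krt7 at 1.16 (camera adjusted p = 2.33e-07, and adjusted p = 0.163 with an estimated correlation). Of 11 genes of club and ciliated cells, 4 rose and none fell (5 and none adjusted over the list alone) in WT HO, with Foxj1, which directs the formation of motile cilia, at 1.29 and Cdhr3 at 1.42 (camera adjusted p = 0.00314, and adjusted p = 0.155 with an estimated correlation). In SK HO lungs, 1 rose and 1 fell (the same adjusted over the list alone), Foxj1 being at 0.88 and the club cell gene Cyp2f2 at -0.85 (camera adjusted p = 0.841), and the interaction of Cyp2f2 was -1.52 (adjusted p = 0.00541). Cd36 did not pass in SK HO against SK RA without SK RA 3 (adjusted p = 0.0509), nor did Lpcat1 in the interaction without WT RA 1, WT RA 2, WT HO 1, WT HO 2 or SK HO 3 (adjusted p = 0.0522 to 0.0572), or Foxj1 in SK HO against SK RA without SK RA 1, SK RA 2, SK RA 3, SK HO 2 or SK HO 3 (adjusted p = 0.0509 to 0.0733), or Cyp2f2 in SK HO against SK RA without WT RA 1, WT RA 2, WT RA 3, SK RA 2, SK RA 3, WT HO 2 or SK HO 2 (adjusted p = 0.0518 to 0.122). The alveolar type 2 cells list was not called in SK HO against SK RA without SK RA 2, SK RA 3, SK HO 1 or SK HO 2 (adjusted p = 0.114 to 0.19). The alveolar type 2 cells list had a median of -0.29 without SK RA 1 in SK HO against SK RA.

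More mesenchymal markers fell than rose in WT HO. Of 15 genes of myofibroblasts and smooth muscle, 2 rose and 6 fell (3 and 8 adjusted over the list alone), with Aspn at -3.33, Tgfbi at -2.53 and the growth factor gene Fgf18 at -2.10, while Tagln and Des, genes of the contractile and filament apparatus, rose by 0.69 and 0.71 (camera adjusted p = 0.00102, and adjusted p = 0.355 with an estimated correlation). In SK HO lungs, none rose and 1 fell (none and 4 adjusted over the list alone), namely Mustn1 (-2.13) (camera adjusted p = 0.00451, and adjusted p = 0.548 with an estimated correlation), and the interaction was 2.02 for Tgfbi and 1.75 for Fgf18 (adjusted p = 0.000233 and 0.0372). Of 10 pericyte genes, 1 rose and 6 fell (the same adjusted over the list alone) in WT HO, with Higd1b at -1.66, Notch3 at -1.34 and Cox4i2 at -1.04 (camera adjusted p = 0.00118, and adjusted p = 0.275 with an estimated correlation), and none rose and 2 fell (1 and 6 adjusted over the list alone) in SK HO, namely Higd1b (-1.05) and Cox4i2 (-0.99) (camera adjusted p = 0.0001, and adjusted p = 0.285 with an estimated correlation). Fgf18 did not pass in the interaction without any 1 array other than SK RA 2 and SK HO 2 (adjusted p = 0.0501 to 0.0943), nor did Higd1b in SK HO against SK RA without WT RA 2, SK RA 2, SK RA 3, WT HO 1, WT HO 2, WT HO 3 or SK HO 2 (adjusted p = 0.055 to 0.126). The myofibroblasts and smooth muscle list was not called in SK HO against SK RA without SK HO 2 (adjusted p = 0.236). The myofibroblasts and smooth muscle list had a median of -0.19 without SK RA 2 in SK HO against SK RA.

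Fibroblast genes moved both ways in WT HO: of 17, 5 rose and 7 fell (6 and 8 adjusted over the list alone), with the methyltransferase gene Inmt at 3.08 and Pdgfra at 1.51, and the transcription factor genes Meox2 and Tcf21 at -2.99 and -1.75 (camera adjusted p = 0.171). With hyperoxia in SK lungs, none rose and 3 fell (1 and 9 adjusted over the list alone), Inmt being at -3.03, Pdgfra at -1.95 and Npnt at -1.06 (camera adjusted p = 0.000423, and adjusted p = 0.24 with an estimated correlation), and the interactions of Inmt and Pdgfra were -6.11 and -3.46 (adjusted p = 3.09e-05 and 0.00106). Of 10 mesothelial genes, 1 rose and 2 fell (1 and 3 adjusted over the list alone) in WT HO, with Gpm6a at 1.02, Msln at -1.77 and Upk1b at -0.92 (camera adjusted p = 0.0923), and none rose and 1 fell (none and 4 adjusted over the list alone) in SK HO, Upk1b being at -1.66 (camera adjusted p = 0.00454, and adjusted p = 0.37 with an estimated correlation). Of 7 genes of lymphatic endothelial cells, 2 rose and 1 fell (4 and 2 adjusted over the list alone) in WT HO, namely the hyaluronan receptor gene Lyve1 (1.00) and Fxyd6 (0.46) up and the lymphatic regulator Prox1 (-0.68) down (camera adjusted p = 0.171), and 1 rose and none fell (2 and none adjusted over the list alone) in SK HO, namely Lyve1 (0.57) (camera adjusted p = 0.0366, and adjusted p = 0.361 with an estimated correlation). Npnt did not pass in SK HO against SK RA without SK RA 2 (adjusted p = 0.0531) or SK RA 3 (adjusted p = 0.0552), nor did Upk1b in WT HO against WT RA without WT RA 1, WT RA 2, WT RA 3 or WT HO 1 (adjusted p = 0.0551 to 0.0786), or Fxyd6 in WT HO against WT RA without any 1 array other than SK RA 1, SK HO 1 and SK HO 2 (adjusted p = 0.0542 to 0.167), or Prox1 in WT HO against WT RA without WT RA 1, WT RA 2, WT RA 3, WT HO 1 or WT HO 2 (adjusted p = 0.0631 to 0.14), or Lyve1 in SK HO against SK RA without any 1 array other than WT RA 2, WT RA 3, WT HO 1 and WT HO 2 (adjusted p = 0.0508 to 0.113). The mesothelium list was not called in SK HO against SK RA without SK HO 1 (adjusted p = 0.0593). The mesothelium list had a median of -0.68 without SK HO 3 in SK HO against SK RA. The lymphatic endothelial cells list was not called in SK HO against SK RA without SK RA 1 (adjusted p = 0.145) or SK HO 3 (adjusted p = 0.0958). The lymphatic endothelial cells list had a median of 0.38 without SK HO 1 in SK HO against SK RA. The mesothelium list was called in WT HO against WT RA without WT RA 1 (adjusted p = 0.0499).

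Of 15 genes of cholesterol synthesis and uptake, 4 rose and 1 fell (the same adjusted over the list alone) in WT HO against WT RA, with Lss at 1.38, Msmo1 at 0.94 and the sterol carrier gene Stard4 at -1.64 (camera adjusted p = 0.331), and for SK HO against SK RA, none passed by limma or with the ordinary residual variance (3 up and none down when adjusted over the list alone, and 6 up and 1 down at an unadjusted p under 0.05) (camera adjusted p = 0.00836, and adjusted p = 0.601 with an estimated correlation). SK RA was lower than WT RA in Fdft1 (-0.87), with none higher and 1 lower (none and 6 adjusted over the list alone) in the list (camera adjusted p = 1.18e-07, and adjusted p = 0.311 with an estimated correlation). Of 14 adipocyte genes, 4 rose and none fell (6 and none adjusted over the list alone) in WT HO, with the transcription factor gene Pparg at 1.40 and the lipase gene Lpl at 0.74 (camera adjusted p = 0.0139, and adjusted p = 0.393 with an estimated correlation), while in SK HO lungs none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and none up and none down at an unadjusted p under 0.05), and the interaction of Pparg was -1.20 (adjusted p = 0.00439). Of 13 genes of cardiac muscle, 1 rose and 5 fell (1 and 7 adjusted over the list alone) in WT HO, with Ankrd1, a stretch-responsive gene, at 4.05 and the atrial light chain gene Myl7 at -1.80 (camera adjusted p = 0.0063, and adjusted p = 0.418 with an estimated correlation), 1 and none with the ordinary residual variance, and in SK HO lungs none passed by limma or with the ordinary residual variance (1 up and none down when adjusted over the list alone, and 1 up and none down at an unadjusted p under 0.05). Of 4 sex-linked genes, for WT HO against SK HO none passed by limma or with the ordinary residual variance (none when adjusted over the list alone, and none up and none down at an unadjusted p under 0.05) (camera adjusted p = 0.208). This does not show that the groups were alike in sex, since the list joins Xist with Y-linked genes, which go opposite ways. Eif2s3y was at 7.01 in SK HO 1 and 7.77 in SK HO 2, against 3.52 in SK HO 3 and 3.36 to 3.69 in WT HO. Fdft1 did not pass in SK RA against WT RA without WT RA 1, WT RA 2, WT RA 3, SK RA 1, SK RA 2, WT HO 1 or WT HO 2 (adjusted p = 0.0522 to 0.149), nor did Myl7 in WT HO against WT RA without WT RA 1, WT RA 2, WT RA 3, WT HO 1 or WT HO 3 (adjusted p = 0.0689 to 0.109). The cholesterol synthesis list was not called in SK HO against SK RA without SK RA 1 (adjusted p = 0.26). The cholesterol synthesis list had a median of -0.23 without SK RA 1 and -0.58 without SK RA 3 in SK RA against WT RA. The brown and white adipocytes list was not called in WT HO against WT RA without WT HO 2 (adjusted p = 0.0989). The brown and white adipocytes list was called in SK HO against SK RA without SK RA 2 (adjusted p = 0.0149).

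Imprinted genes, many of which are expressed in growing tissue before and just after birth, fell more often than they rose in WT HO. Of 28 measured genes of a list of 32, 3 rose and 13 fell against WT RA (3 and 14 adjusted over the list alone), with Mest at -3.01, Peg3 at -2.81, Dlk1 at -2.49, Zim1 at -1.86 and Plagl1 at -1.56 (camera adjusted p = 9.58e-08, and adjusted p = 0.000473 with an estimated correlation). In SK mice under hyperoxia, 1 rose and none fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.294), the gene that rose being Igf2r. The interaction was above 0 for 12 genes and below 0 for 1 (14 and 2 adjusted over the list alone; camera adjusted p = 6.5e-10, and adjusted p = 0.000249 with an estimated correlation). SK RA had none higher and 3 lower than WT RA (1 and 6 adjusted over the list alone; camera adjusted p = 0.00501, and adjusted p = 0.0148 with an estimated correlation). In WT HO lungs 1 was higher and 12 were lower than in SK HO (2 and 16 adjusted over the list alone; camera adjusted p = 1.6e-10, and adjusted p = 0.000249 with an estimated correlation). These p-values are adjusted over the 5 comparisons, and the list and the genes named here were chosen after the values were seen.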
